# Impact of hormonal modulation at proestrus on ovarian responses and uterine gene expression of suckled anestrous beef cows

**DOI:** 10.1186/s40104-017-0211-3

**Published:** 2017-11-01

**Authors:** Manoel Francisco de Sá Filho, Angela Maria Gonella-Diaza, Mariana Sponchiado, Marcio Ferreira Mendanha, Guilherme Pugliesi, Roney dos Santos Ramos, Sónia Cristina da Silva Andrade, Gustavo Gasparin, Luiz Lehmann Coutinho, Marcelo Demarchi Goissis, Fernando Silveira Mesquita, Pietro Sampaio Baruselli, Mario Binelli

**Keywords:** Cattle, eCG, Endometrium, Estradiol, Transcriptome

## Abstract

**Background:**

This study evaluated the impact of hormonal modulation at the onset of proestrus on ovarian response and uterine gene expression of beef cows.

**Methods:**

A total of 172 anestrous beef cows were assigned to one of four groups according to the treatment with estradiol cypionate (ECP) and/or equine chorionic gonadotropin (eCG) [CON (*n* = 43), ECP (n = 43), eCG (*n* = 44) and ECP + eCG (*n* = 42)].

**Results:**

ECP-treated cows (ECP and ECP + eCG groups) presented greater occurrence of estrus (44.6% vs. 65.4%; *P* = 0.01) and pregnancy per AI [47.1% vs. 33.3%; *P* = 0.07], but similar progesterone (P4) concentration at subsequent diestrus than cows not treated with ECP (CON and eCG groups). Nonetheless, eCG-treated cows (eCG and ECP + eCG groups) presented larger follicle at timed AI (12.6 ± 0.3 vs. 13.5 ± 0.3 mm; *P* = 0.03), greater ovulation rate (96.5% vs. 82.6%; *P* = 0.008) and greater P4 concentration at d 6 (3.9 ± 0.2 vs. 4.8 ± 0.2 ng/mL; *P* = 0.001) than cows not treated with eCG (CON and ECP groups). Next, cows with a new corpus luteum 6 d after TAI were submitted to uterine biopsy procedure. Uterine fragments [CON (*n* = 6), ECP (n = 6)] were analyzed by RNA-Seq and a total of 135 transcripts were differentially expressed between groups (73 genes up-regulated by ECP treatment). Subsequently, uterine samples were analyzed by qPCR (genes associated with cell proliferation). ECP treatment induced greater abundance of *PTCH2* (*P* = 0.07) and *COL4A1* (*P* = 0.02), whereas suppressed *EGFR* (*P* = 0.09) expression. Conversely, eCG treatment increased abundance of *HB-EGF* (*P* = 0.06), *ESR2* (*P* = 0.09), and *ITGB3* (*P* = 0.05), whereas it reduced transcription of *ESR1* (*P* = 0.05). Collectively, supplementation with ECP or eCG at the onset of proestrous of anestrous beef cows influenced ovarian responses, global and specific endometrial gene expression.

**Conclusion:**

Proestrus estradiol regulate the endometrial transcriptome, particularly stimulating proliferative activity in the endometrium.

**Electronic supplementary material:**

The online version of this article (10.1186/s40104-017-0211-3) contains supplementary material, which is available to authorized users.

## Background

Synchronization of estrus and ovulation programs for timed artificial insemination (TAI) has been constantly incorporated on modern reproductive management of beef farms [1, 2]. These programs can induce the first postpartum ovulation and, consequently, hasten the establishment of pregnancy of suckled beef cows [1, 3–5]. However, a significant proportion of ovulated and inseminated cows are detected not-pregnant 30 d after insemination despite the satisfactory ovulation rate (~85%) following protocols for synchronization of ovulation [4, 6, 7]. The uterine environment plays a relevant role among factors that are likely to contribute to the observed failures [8–10].

Early classic studies demonstrated the significant impact of a coordinated and sequential exposure to ovarian steroids on uterine function [11–13]. Gene expression of bovine endometrium changes according to the phase of the estrous cycle and is closely controlled by circulating concentrations of estradiol (E2), progesterone (P4) and the expression ratio of their specific receptors [8, 14–17]. In this regard, proestrus E2 concentration is fundamental in modulation of the uterus for the subsequent luteal phase [8, 14, 18, 19]. This E2 priming may be important for induction of endometrial P4 receptors [20, 21] to avoid premature luteolysis and short cycles in beef cattle [22]. In cyclic dairy heifers, elevated E2 concentrations during proestrus, induce changes in uterine gene expression of E2 and P4 receptors (*ESR1* and *PGR*, respectively), oxytocin receptors, and expression of cyclooxygenase-2, and beta subunit inhibin serpin-14 throughout the subsequent estrus cycle [23]. Also, cyclic beef heifers that are exposed to a longer proestrus period exhibit alterations in the pattern of steroids receptors expression in the uterus and other proteins associated with uterine receptivity to pregnancy [19]. Therefore, it is reasonable to hypothesize that the modulation of E2 concentration during the synchronized proestrus by means of exogenous E2 supplementation could also alter the uterine gene expression of suckled anestrous beef cows.

Two pharmacological strategies to manipulate the proestrus phase have been extensively evaluated in cattle breeding programs; exogenous E2 supplementation or equine chorionic gonadotropin (eCG) administration. Firstly, exogenous E2 supplementation using E2 esters enhances the proportion of cows that display estrus [24–26], increases endometrial thickness in lactating dairy cows [27] and improves the pregnancy success of suckled beef cows [6, 25, 26]. Furthermore, Jinks et al. [28] demonstrated that, recipients beef cows with lower E2 concentration at periovulatory phase, receiving in vivo-produced embryo, presented a dramatic reduction on pregnancy establishment (45% vs. 65% of pregnancy rate). Secondly, administration of eCG at onset of the proestrus is an efficient alternative to increase final follicular growth, ovulation rate and plasma P4 concentration on subsequent diestrus [5, 26, 29, 30]. Such changes may be responsible for the increase in pregnancy rates of anestrous beef cows stimulated with eCG [5, 26, 29, 30]. Altogether, both pharmacological strategies to manipulate the proestrus are capable of altering the periovulatory steroidal endocrine profiles, potentially modulating the expression of genes associated with uterine receptivity and ultimately positively influencing pregnancy establishment of suckled anestrous beef cows.

Therefore, based on the importance of the proestrus hormonal milieu on fertility, we hypothesized that supplementation with estradiol cypionate (ECP) and/or eCG at the onset of proestrus alters the ovarian response and the uterine transcriptome of suckled anestrous beef cows. To assess the above mentioned hypothesis, we chose the following approaches. First, taking a comprehensive approach, RNA extracts from endometrial fragments were submitted to Next Generation RNA sequencing followed by functional enrichment analysis to potentially identify and characterize other ECP-regulated biological and molecular processes and pathways. Secondly, following a candidate gene approach, we tested the effect of ECP and/or eCG supplementation on the expression of selected molecules with relevant biological functions in the context of uterine biology, specifically associated with cell proliferation.

## Methods

### Animals

Animal procedures were approved by the Ethics and Animal Handling Committee of the Faculdade de Medicina Veterinária e Zootecnia, Universidade de São Paulo (CEUA-FMVZ/USP, No. 2287/2011). This experiment was conducted during the 2012/2013 spring-summer breeding seasons. A total of 172 suckled anestrous Nelore (*Bos indicus*) beef cows at 30–60 d postpartum from a commercial farm in the state of Parana, Brazil, were enrolled in this study. Cows were maintained on *Brachiaria brizantha* pasture with water and mineral supplementation ad libitum. Immediately prior to the initiation of the TAI protocol, information about body condition score from each cow were recorded (BCS; range, 1 = emaciated to 5 = obese; with 0.5 scale) [31].

### Reproductive management and experimental design

After calving, cows were allocated into breeding groups according to calving date. At 30 to 60 d post-partum, females were synchronized using an E2-plus-P4-based TAI protocol. Briefly, suckled cows received an intravaginal P4-releasing insert previously used for 8 d (1 g of P4; DIB®, MSD Animal Health, São Paulo, Brazil) on D −10 along with an intramuscular (IM) administration of 2 mg estradiol benzoate (EB; Gonadiol®, MSD Animal Health, São Paulo, Brazil; Fig. 1). The P4 insert were removed eight day later (D −2). All cows received an intramuscular administration of 500 mg of cloprostenol (Ciosin®, MSD Animal Health, São Paulo, Brazil) at the moment of the P4 insert removal. At this moment, cows were blocked by BCS, parity (multiparous vs. primiparous) and the diameter of the largest follicle and then randomly assigned into one of four experimental groups [Control (CON): *n* = 43, Estradiol cypionate (ECP): n = 43, eCG: *n* = 44, and ECP + eCG: *n* = 42], in a 2 × 2 factorial arrangement. Cows from ECP group received an IM injection of 1 mg of ECP (E.C.P.; Zoetis, São Paulo, Brazil), cows from eCG group received an IM injection of 400 IU of eCG (Folligon®, MSD Animal Health), while cows from ECP + eCG group received both treatments and cows from CON group did not receive any treatment. In all groups, ovulation was induced by 10 μg of buserelin acetate (GnRH, Sincroforte, Ourofino Saúde Animal, Cravinhos, São Paulo, Brazil) IM administration 48 h after the P4 insert removal (D 0). Cows were artificially inseminated immediately after GnRH treatment. Inseminations were performed by a single technician using frozen-thawed semen from single Angus sire with proven fertility. The sire used had been previously used in TAI programs and had satisfactory (~50%) pregnancy results.

**Fig. 1:**
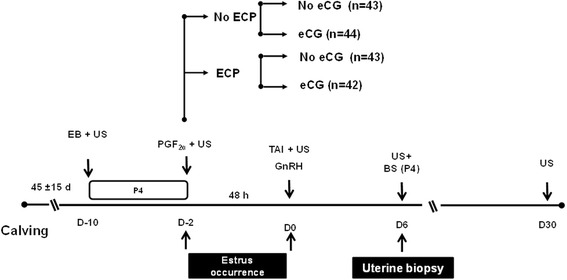
Schematic diagram of the synchronization of ovulation protocol in suckled anestrous beef cows. EB = 2 mg of estradiol benzoate; P4 = progesterone; P4 insert = previously used intravaginal P4 insert containing 1.0 g of P4; GnRH = 100 mg of gonadorelin; ECP = 1 mg of estradiol cypionate; eCG = 400 IU of equine chorionic gonadotropin; PGF2α = 0.25 mg of cloprostenol; US = ultrasound examination; BS = blood sample. Cows from ECP group received ECP and cows from eCG group received eCG, while cows from CON did not receive any further treatment and cows from ECP + ECG received both treatments

Estrus was determined based on the tail-head mark. At the time of the removal of the P4 insert, the tail-head was marked with chalk (Raidl-Maxi, RAIDEX GmbH, Dettingen/Erms, Germany). Estrus was deemed to have occurred in cattle without a tail-head mark at TAI.

Cows presenting a corpus luteum (CL) on D 6 (6 d after GnRH treatment) had the body of the uterus biopsied as previously described [32]. Fragments obtained from uterine biopsies were individually allocated in cryotubes and immediately immersed into liquid nitrogen. Day 6 was strategically selected as the moment in which an early embryo is expected to have recently accessed the uterine environments. Pregnancy was diagnosed by transrectal ultrasonography through the detection of a viable embryo (presence of heartbeat) on d 42 post-AI.

### Blood sampling and hormone measurements

Blood sampling for determination of P4 concentrations was performed on D 6, concurrently with the uterine biopsy. Blood samples were collected by coccygeal venipuncture using evacuated tubes containing EDTA (BD, São Paulo, SP, Brazil) and immediately stored in ice. Plasma was separated by centrifugation at room temperature, 1,500 × g for 15 min, and stored at −20 °C. Progesterone concentrations were measured in all samples using a solid-phase radioimmunoassay (Coat-a-count, Siemens, Los Angeles, USA), as validated previously [33]. The P4 assay sensitivity was 0.08 ng/mL and the intra-assay coefficient of variation was 8.7%.

### Ultrasound examinations

Transrectal ultrasound examinations were carried out on D −10, D −2, D 0 and D 6 to assess cyclic status, growth of the dominant follicle (DF), ovulation, and the presence of CL. Ultrasonography was performed with the aid of a B-mode (gray-scale) ultrasound instrument (8100, Chison Medical Imaging, Co, China), equipped with a multi-frequency linear-array transducer. The anestrous status was defined as the absence of CL in two consecutive ultrasound examinations performed on D − 10 and D −2. Ovulation was defined as the presence of a recently formed CL on D 6 on the same ovary that the DF was observed on D −2 and D 0. The diameter of the DF at the time of P4 insert removal and at TAI, in addition to the diameter of new CL formed, was calculated as the average between measurements of two perpendicular axes of each structure.

### Tissue processing, RNA isolation and cDNA synthesis

Approximately 30 mg of endometrial tissue was macerated in liquid nitrogen using a stainless steel mortar and pestle and immediately mixed with buffer RLT from the PureLink®, RNA Mini kit (Thermo Fisher Scientific, São Paulo, SP, Brazil), as per manufacturer’s instructions. To maximize lysis, tissue suspension was passed at least ten times through a 21-ga needle, and centrifuged at 13,000 × g for 3 min for removal of debris, prior to supernatant loading and processing on RNeasy columns. Columns were eluted with 40 μL of RNase free water. Concentration of total RNA on extracts was measured by a spectrophotometer (Nanovue™ Plus, Spectrophotometer, GE Healthcare, UK, by the absorbance at 260 nm). Subsequently, samples were treated with 80 μL of DNAse I solution (Life Technologies, São Paulo, SP, Brazil) for 15 min at room temperature during RNA extraction protocol, according to manufacturer’s instructions. RNA samples were stored at −80 °C until cDNA synthesis. The cDNA was synthesized by reverse-transcription using High Capacity cDNA Reverse Transcription Kit (Life Technologies) according to manufacturer’s instructions. Briefly, 10 μL of master mix containing RT buffer, dNTP mix, random primers, RNase inhibitor and reverse transcriptase were mixed to 1 μg of total RNA and final volume of the reaction was adjusted to 20 μL. Immediately, reactions were incubated at 25 °C for 10 min, followed by incubation at 37 °C for 2 h, and reverse-transcriptase inactivation at 85 °C for 5 min. Samples were stored at −20 °C.

### RNAseq

Prior to the RNA-seq analyses, 12 samples (*n* = 6/group; ECP and CON) were selected according to previously established criteria by ovarian, occurrence of estrus, pregnancy and endocrine responses. 

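Progesterone at the uterine biopsy was 3.81 ± 0.632 ng/mL (SD, n = 6) in the ECP cows and 3.54 ± 0.403 ng/mL (SD, n = 6) in the CON cows whose endometrium was sequenced, from the value that the labels give for each cow. The ECP cows ranged from 3.05 to 4.73 ng/mL and the CON cows from 2.82 to 3.86 ng/mL. The difference of 0.27 ng/mL was smaller than the SD of either group. A two-sided exact permutation test of the difference of means gave p = 0.4. The study selected these cows for similar progesterone, so the test does not tell whether ECP alters it.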

Cows having similar DF diameter at the time of P4 insert removal [ECP (12.1 ± 0.7 mm) and CON (12.1 ± 0.6 mm)] and similar circulating P4 concentration at the time of uterine biopsy [ECP (3.8 ± 0.2 ng/mL) and CON (3.6 ± 0.2 ng/mL)] were considered suitable to further analysis. Additionally, cows were also selected based on pregnancy status 30 d after TAI in order to have both pregnant and non-pregnant cows represented in both experimental groups. Finally, only cows displaying estrus were selected in ECP treated group, whereas only cows that did not display estrus were chosen in the control group. The latter criterion was applied aiming to increase the distinction between two different E2 pre-ovulatory endocrine environments, as cows that display estrus present greater E2 concentration than those not displaying estrus [42].

Integrity of total RNA extracts was assessed using the Agilent RNA 6000 Nano chip (Bioanalyzer, Agilent Technologies). RNA Integrity Number (RIN) of extracts submitted to RNA sequencing analysis ranged from 8.3 to 8.7. Next, 4 μg of RNA were used with the TruSeq RNA Sample Preparation kit (Illumina, San Diego, CA) to prepare the libraries for RNA-Seq. The insert sizes were estimated through the Agilent DNA 1000 chip (Agilent Technologies) and the libraries concentration were measured through Quantitative Real-Time PCR (qPCR) with a KAPA Library Quantification kit (KAPA Biosystems). Samples were diluted, pooled in equimolar amounts and then sequenced at the Centro Genômico Funcional Aplicado a Agropecuária e Agroenergia at the University of São Paulo using a HiScanSQ sequencer (Illumina, San Diego, CA).

### Bioinformatics analyses

Raw sequences were trimmed for adaptors and low quality using SeqyClean v1.3.12. (https://github.com/ibest/seqyclean) using 26 Phred quality parameter for maximum average error and a fasta file with contaminant sequences from the Univec database (https://www.ncbi.nlm.nih.gov/tools/vecscreen/univec/). Only high quality paired-end sequences were kept for further analyses The reads were mapped with Bowtie2 v2.1.0 [34] on the masked bovine genome assembly (*Bos taurus* UMD 3.1, NCBI). The mapping file was sorted using SAMTools v 0.1.18 [35] and read counts were obtained using the script from HTSeq-count v0.5.4p2 (http://htseq.readthedocs.io/en/release_0.9.1/). The differential expression analysis was performed with package DESeq2 [36] from R [37]. Using the function estimateSizeFactors, the normalized counts were obtained (baseMean values, which are the number of reads divided by the size factor or normalization constant). The standard deviation along the baseMean values was also calculated for each gene. In order to avoid artifacts caused by low expression profiles and high expression variance, only transcripts that had an average of baseMean >5 and the mean greater than the standard variation were analyzed. The threshold for evaluating significance was obtained by applying an alpha ≤0.10, considering the FDR-Benjamini-Hochberg *P*-value [38]. Integrated analysis of different functional databases was done using the functional annotation tool of the Database for Annotation, Visualization, and Integrated Discovery using as background the genes (DAVID) [39] using as background the set of genes that passed through the differential expression analysis filter.

### qPCR

The samples employed in qPCR analysis were selected mirroring the general results obtained in regard to ovarian and endocrine responses. Cows receiving ECP should present greater occurrence of estrus, while cows from eCG treatment group should present greater circulation of P4 concentration at the moment of the uterine biopsy. Step-One Plus thermocycler (Life Technologies, Carlsbad, CA) and SYBR Green chemistry were used for quantitative PCR analysis. Primers were designed based on the mRNA sequence of target genes obtained from the RefSeq database, on Genbank (http://www.ncbi.nlm.nih.gov/genbank/). Sequences were masked to remove repetitive sequences with RepeatMasker (http://www.repeatmasker.org/) [40] and then, the masked sequences were used for primer design using the PrimerQuest software (IDT1, http://www.idtdna.com/primerquest/Home/Index). The characteristics of the primers were checked in Oligo Analyzer 3.1 software (IDT1, http://www.idtdna.com/analyzer/Applications/OligoAnalyzer/), while the specificity was compared by BLAST (NCBI, http://blast.ncbi.nlm.nih.gov). The qPCR products obtained from reactions performed with primers not previously validated were submitted to agarose gel electrophoresis and SANGER-DNA sequencing, and identities of target genes were confirmed. Details of primers are provided on Table 1. In order to select reference genes, the GeNorm Microsoft Excel applet was used, as this applet provides a measure of gene expression stability (M) [41]. The Glyceraldehyde-3-Phosphate Dehydrogenase (*GAPDH*), Actin, Beta (*ACTB*) and Ribosomal Protein S18 (*RPS18*) were the most stable genes and were, therefore, selected as reference genes. Determination of qPCR efficiency and Cq (quantification cycle) values per sample were performed with LinRegPCR software (V2014.2; http://www.hartfaalcentrum.nl/index.php?main=files&fileName=LinRegPCR.zip&description=LinRegPCR:%20qPCR%20data%20analysis&sub=LinRegPCR). Quantification was obtained after normalization of the target genes expression values (Cq values) by the geometric mean of the endogenous control expression values. The following genes, associated with regulation of cell proliferation in the uterus, were selected: ovarian steroid receptors [Estrogen Receptor alpha (*ESR1*), Estrogen Receptor beta (*ESR2*), P4 receptor (*PGR*)], growth factors that regulate cellular proliferation [epidermal growth factor receptor (*EGFR*), heparin-binding EGF-like growth factor (*HB-EGF*) and patched homolog 2 (*PTCH2*)], and extracellular matrix [collagen, type IV, alpha 1 (*COL4A1*) and integrin, beta 3 (*ITGB3*)].

**Table 1:** Gene name, accession number, forward and reverse primer sequences used for qPCR analysis

Gene Name	Gene ID	Sequence ID	Forward primer sequence (5′–3′)	Reverse sequence (5′–3′)	Primer efficiency, %	Amplicon length, bp
Progesterone receptor	*PGR*	NM_001205356.1	GCCGCAGGTCTACCAGCCCTA	GTTATGCTGTCCTTCCATTGCCCTT	96.9	199
Estrogen receptor 1	*ESR1*	NM_001001443.1	CAGGCACATGAGCAACAAAG	TCCAGCAGCAGGTCGTAGAG	99.1	82
Estrogen receptor 2	*ESR2*	NM_174051.3	TCACGTCAGGCACGCCAGTAAC	CACCAGGTTGCGCTCAGACCC	99.5	155
Patched 2^a^	*PTCH2*	XM_005197904.1	CATCCTGCTGCTGTGTACTT	ATCGCCAGGACCAGTACTAT	99.9	87
Epidermal growth factor receptor	*EGFR*	XM_002696890.3	ATGCTCTATGACCCTACCAC	TTCCGTTACAAACTTTGCCA	97.6	178
Heparin-binding EGF-like growth factor	*HB-EGF*	NM_001144090.1	CATCCACGGAGAATGCAAATAC	CAGCAGACAGACGGATGATAG	98.6	181
Collagen, type IV, alpha 1	*COL4A1*	NM_001166511.1	CACGGCTACTCTTTGCTCTAC	GAAGGGCATGGTACTGAACTT	96.48	102
Integrin, beta 3 (platelet glycoprotein IIIa, antigen CD61)	*ITGB3*	NM_001206490.1	GGGAGAGTGCTATGGTTAGA	CTTCACAAGACACCCAAGAG	92.09	142
Actin Beta	*ACTB*	NM_173979.3	GGATGAGGCTCAGAGCAAGAGA	TCGTCCCAGTTGGTGACGAT	93.7	77
Glyceraldehyde-3-Phosphate Dehydrogenase	*GAPDH*	NM_001034034.2	GCCATCAATGACCCCTTCAT	TGCCGTGGGTGGAATCA	99.99	69
Ribosomal Protein S18	*RPS18*	AY786141.1	TGGAGAGTATTGCGCCTTCTC	CACAAGTTCCACCACACTATTGG	97.9	79

^a^Transcript variants X1 to X7

### Statistical analyses from ovarian, endocrine and gene expression responses

The statistical analyses for ovarian responses were performed using the PROC GLIMMIX of SAS for Windows (SAS 9.3 Institute Inc., Cary, NC, USA, 2003). Continuous variables were presented as mean ± standard error of the mean (mean ± SEM) and percentage (%) for frequency of occurrence for binomial variables. The continuous response variables were subjected to response scaling test through the solution Guided Data Analysis of SAS. Variables that did not follow these assumptions were transformed accordingly. Binomial variables (i.e. occurrence of estrus and ovulation rate) were analyzed by logistic regression using the SAS GLIMMIX procedure with models fitted to binomial distributions. The explanatory variables considered for inclusion in the models were the treatment with ECP, eCG and interaction of ECP and eCG. The effect of cow within each replicate was included as a random effect.

The qPCR data were tested for normality of residuals and homogeneity of variances followed by ANOVA using the GLIMMIX procedure of SAS fitting log normal distribution. The explanatory variables considered for inclusion in the models were the treatment with ECP, eCG and interaction between ECP and eCG. Final results are presented in natural log (Ln) scale (because of the log normal distribution considered) as normalized values of a specific gene transcript by the mean level of the transcript from Control (No-ECP and No-eCG treated animals). Down-regulation of expression in a specific experimental group may be represented by negative values relative to control because of Ln scale. To avoid negative values, the mean used for data normalization was divided by the fifth negative exponent. All data were compared with the relative mean expression level of the control group.

Statistical difference was considered when *P* < 0.10. Graphs were plotted with Sigmaplot (version 11.0; Systat Software, Inc. San Jose, CA, USA).

## Results

### Ovarian, pregnancy and endocrine responses

Animals receiving different hormonal therapies at the proestrus presented different rates of occurrence of estrus between P4-releasing device removal and TAI, final follicular growth, ovulatory responses and subsequent CL function (Table 2). There were no interactions between ECP and eCG treatment on response variables, except for the CL diameter 6 d after the TAI (*P* = 0.06). Larger CLs were observed in cows treated with eCG, especially in cows not treated with ECP. The ECP treated cows presented a greater frequency of occurrence of estrus [ECP = 64.7% (55/85) vs. No-ECP = 44.8% (39/87); *P* = 0.008] and presented greater pregnancy per TAI [ECP = 47.1% (40/85) vs. No-ECP = 33.3% (29/87); *P =* 0.07]. Cows treated with eCG presented greater rate of final follicular growth [eCG = 1.2 ± 0.1 mm/d vs. No-eCG = 0.9 ± 0.1 mm/d; *P =* 0.01], resulting in a greater DF diameter at TAI [eCG = 13.5 ± 0.3 mm vs. No-eCG = 12.6 ± 0.3 mm; *P* = 0.03]. Also, a greater proportion of cows receiving eCG displayed estrus [eCG = 62.8% (54/86) vs. No-eCG = 46.5% (40/86); *P* = 0.03] and ovulated [eCG = 96.5% (83/85) vs. No-eCG = 82.6% (71/86); *P* = 0.008]. A greater P4 concentration at the moment of uterine biopsy (D 6) was observed in cows receiving eCG at the onset of the proestrus [eCG = 4.8 ± 0.2 ng/mL vs. No-eCG = 3.9 ± 0.2 ng/mL; *P =* 0.001]. However, there was no influence of eCG treatment on the pregnancy per TAI [eCG = 43.0% (37/86) vs. No-eCG = 37.2% (32/86); *P =* 0.42].

**Table 2:** Overall occurrence and effects of treatment with estradiol cypionate (ECP) and/or equine chorionic gonadotropin (eCG) at onset of the proestrus on follicular and luteal development in an estradiol/progesterone-based synchronization protocol on anestrous suckled beef cows

Itens	Treatments^1^				*P*value		
	No ECP		ECP				
	No eCG	eCG	No eCG	eCG	ECP	eCG	ECP × eCG
Number of cows	43	44	43	42	–	–	–
BCS at onset of the synchronization^2^	3.1 ± 0.1	3.0 ± 0.1	2.9 ± 0.1	3.0 ± 0.1	0.12	0.71	0.43
DF diameter at insert removal, mm^3^	11.0 ± 0.4	11.2 ± 0.4	10.8 ± 0.4	11.3 ± 0.4	0.90	0.38	0.77
DF diameter at TAI, mm^4^	12.6 ± 0.4	13.6 ± 0.4	12.7 ± 0.4	13.4 ± 0.4	0.90	0.03	0.68
Daily DF growth, mm/d^5^	0.9 ± 0.1	1.3 ± 0.1	0.9 ± 0.1	1.1 ± 0.1	0.52	0.01	0.25
Occurrence of estrus, %^6^	37.2	52.3	55.8	73.8	0.008	0.03	0.77
Ovulation rate, %^7^	81.4	95.5	83.7	97.6	0.54	0.008	0.71
CL diameter at d 6 after TAI, mm	17.8 ± 0.6^b^	20.1 ± 0.5^a^	18.6 ± 0.6^ab^	18.7 ± 0.6^ab^	0.54	0.04	0.06
Plasma P4 at d 6 after TAI, ng/mL	3.8 ± 0.3	5.1 ± 0.3	4.1 ± 0.3	4.6 ± 0.3	0.94	0.001	0.18
Pregnancy per TAI, %	30.2	36.4	44.2	50.0	0.07	0.42	0.95

^1^Suckled anestrous beef cows received an previously used intravaginal insert containing 1.0 g of progesterone (P4) and 2.0 mg of estradiol benzoate on the first day of the estrus/ovulation synchronization protocol (D −10). The P4 insert was removed eight days later (D −2), and cows from ECP group received an IM treatment of 1 mg of ECP, cows from eCG group received an IM injection of 400 IU of eCG, while cows from ECP + ECG received both treatments and cows from CON did not receive any treatment at this moment. All cows received GnRH IM and were timed artificially inseminated (TAI) 48 h after the P4 insert removal (D 0). Different letters within the same row indicate the presence of difference between groups (P <0.05) when an interaction between eCG and ECP was observed

^2^BCS = Body condition score collected at insertion of the P4 insert

^3^DF = Dominant follicle

^4^TAI = timed artificial insemination

^5^DF growth between the P4 insert removal and TAI divided by two

^6^Estrus determined based on the tail-head mark

^7^Number of cows with a new CL formed 6 d after the TAI divided by the number of animal synchronized

### RNA-seq

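Endometrium was collected by biopsy on D 6 from 12 suckled anestrous cows, 6 of which had received 1 mg of ECP at P4 insert removal, while 6 had received no treatment at that time (CON). ECP is estradiol cypionate, a long-acting ester of estradiol. Each library came from a different cow, so the spread between libraries holds the variation between animals. The ECP cows had been chosen among those that displayed estrus and the CON cows among those that did not, so the comparison of the groups holds the treatment and the display of estrus together. In each group 3 cows were later diagnosed pregnant and 3 were not. The authors trimmed the reads, mapped them with Bowtie2 to the masked UMD 3.1 assembly and counted them per gene with HTSeq, and deposited raw counts for 24616 Ensembl gene IDs, of which 18874 had at least 1 count. The total count per cow was 10662044 to 12765968 in CON (median 12273918) and 8637917 to 15015055 in ECP (median 12470918). From there, the counts were normalized with TMM and the groups were compared with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p of at most 0.10, the threshold of the study, with the study's DESeq2 as an alternative. Levels of single genes are given as normalized counts, which are counts divided by DESeq2 size factors, the scale of the baseMean of Table S2. Fold changes are those of the edgeR fit, on the log2 scale, ECP over CON. Gene symbols were taken from Table S2, which gives one for 123 of its 135 gene IDs, and all other genes are counted without a name. Whether the counting used the strand of the reads is not given in the sources used here, so the counts of genes that overlap on opposite strands are uncertain. Ribosomal protein genes have many processed copies in the genome, and the levels of such genes are uncertain where reads map to a copy as well.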

RNA sequencing produced a total of ~334 million reads with an average of 27.5 million reads for each group. Six biological replicates were analyzed for each phenotype (please see Statistical Analyses section above) with the reads ranging from 17 to 26 million per sample after filtering (Additional file 1: Table S1). Approximately ~65% of the total reads uniquely mapped to the UMD 3.1 reference genome (https://www.ncbi.nlm.nih.gov/genome?term=bos%20taurus). 

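The counts per gene summed to 47.7% to 57.3% of the filtered reads of each cow, or 51.8 ± 3.58% (SD, n = 6) in CON and 52.9 ± 3.89% (SD, n = 6) in ECP. Whether pairs or single reads were counted is not given in the sources used here, but the numbers bear on it. Cow 1814 had 19913174 mapped reads in Table S1, 1211000 of them without their mate. The pairs and singletons that these can form are fewer than its 11749107 counts. The same held for cow X156, with 20892565 mapped reads, 1315305 singletons and 12722656 counts. In these cows mates were thus probably counted singly, so that the share sets reads against reads there. In most of the libraries with a lower mapped share the counts did not exceed the pairs and singletons that could form. E1010 was 1 of these, with 15134829 mapped reads, 2621269 singletons and 8637917 counts. For them the numbers do not settle what was counted. The share followed a split of the libraries that Table S1 shows in both groups. In 6 libraries, 3 ECP and 3 CON, the paper's Table S1 gives 82.5% to 86.5% of the filtered reads as mapped, and their counts came to 49.0 ± 0.671% of the filtered reads (SD, n = 6). In the other 6, also 3 ECP and 3 CON, the paper gives 91.9% to 93.9% as mapped, and their counts came to 55.7 ± 1.13% (SD, n = 6). These are called lower and higher mapping libraries. The most abundant gene ID was ENSBTAG00000021466 in every cow, with 1.52% to 2.91% of the counts, so no library was dominated by a few transcripts.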

Only the uniquely mapped reads were considered in the analysis. From the remaining, approximately 20% of the reads were not uniquely mapped, and 15% unmapped reads. 

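Of the 24616 gene IDs, 15161 had a mean normalized count above 5 over the 12 cows. The condition that the mean also exceed the standard deviation was not met by 347 of these, which left 14814 genes for the tests. Among the genes that it left out were KRT9, a type I keratin, and ENSBTAG00000009862, which are both in Table S2. The mean normalized count of KRT9 was 282.8 with a standard deviation of 308 over the 12 cows, and that of ENSBTAG00000009862 was 13.5 with a standard deviation of 17.3.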

After applying the variance and minimal value of baseMean filtering, a total of 15,161 genes were included on the differential expression analysis. 

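Among the genes with a higher mean in the ECP cows, those of lowest p were S100G, KIAA1456, ST8SIA4, PEPD and PI15. PI15, a secreted peptidase inhibitor, had 828.8 ± 160.1 normalized counts in ECP and 378 ± 155 in CON (SD, n = 6 each), a log2 fold change of 1.14 (standard error 0.24, adjusted p = 0.461 from edgeR and 0.00782 from DESeq2). ST8SIA4, which adds polysialic acid to cell surface proteins, had 370.5 ± 42.7 against 256 ± 33.0 normalized counts, and KIAA1456 had 53.2 ± 7.53 against 27.9 ± 3.11. Among the genes with a lower mean in the ECP cows, those of lowest p were C28H10orf116, NDUFB3, MYL3, C14H8orf59 and ENSBTAG00000032122. C28H10orf116 had 524 ± 107 normalized counts in ECP and 938 ± 139 in CON (SD, n = 6 each), a log2 fold change of -0.83 (standard error 0.14, adjusted p = 0.382 from edgeR and 0.000298 from DESeq2). The log2 fold changes of MYL3, a myosin light chain, C14H8orf59 and ENSBTAG00000032122 were -2.06, -0.53 and -1.06. The next genes of lowest p were CEACAM1, STXBP4, ARMC12, CDA and TTC7A, with log2 fold changes of 0.72 to 1.39, and RPS2, CAMK1, MGST1, ENSBTAG00000046103 and EIF6, with -1.58 to -0.25. All 6 ECP cows lay on the changed side of the CON mean for each of these genes. The genes were picked by their p on the same cows, so this is not independent evidence. None of them passed edgeR's test after adjustment, while DESeq2 passed all of them except ENSBTAG00000046103 (adjusted p = 0.109). Of the 14814 genes, edgeR called 0 at an adjusted p of at most 0.10, with a lowest adjusted p of 0.382, and 1295 had an unadjusted p under 0.05, 713 higher and 582 lower in ECP, where 741 would be expected with no difference. DESeq2 called 96 of the same genes, 57 higher and 39 lower in ECP, and limma voom called 0. Of 50 splits of the 12 cows into 6 and 6, the real one included, 10 gave 96 or more DESeq2 calls, and 13 of 100 gave at least 1295 genes at an unadjusted p under 0.05 in edgeR. With a cow left out, DESeq2 called from 40 genes (without D160) to 240 (without E0040). Within the 6 higher mapping libraries alone, edgeR called 55 genes, of which 8 are in Table S2, and within the 6 lower mapping libraries it called 0, with 2037 and 920 genes at an unadjusted p under 0.05. Each class holds 3 ECP and 3 CON cows, and whether the effect differs between the classes was not tested.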

A total of 310 out of the 15,161 analyzed genes showed differential expression (adjusted *P*-value <0.1), of which 73 and 62 were upregulated in the endometrium of ECP and CON samples, respectively (see Volcano plot, Fig. 2 and Additional file 2: Table S2). 

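S100G, the vitamin D dependent calcium-binding protein calbindin-D9k, had 5158 ± 1652 normalized counts in the ECP cows and 2528 ± 366 in the CON cows (SD, n = 6 each), and every ECP cow lay above every CON cow (two-sided exact permutation test, p = 0.00216, the smallest p that 6 cows against 6 allow). Its log2 fold change was 1.04 (standard error 0.18, adjusted p = 0.382 from edgeR and 0.000298 from DESeq2). PEPD, or prolidase, which cleaves dipeptides that end in proline, had 6217 ± 1373 against 3963 ± 372 normalized counts, a log2 fold change of 0.66 (standard error 0.14, adjusted p = 0.461 from edgeR and 0.0108 from DESeq2). For CEACAM1, a cell adhesion molecule of epithelia, these were 4028 ± 825 and 2461 ± 476, with a log2 fold change of 0.72 (standard error 0.15). The 2 genes with lower means in ECP differed by less. RPS2, a protein of the small ribosomal subunit, had 17460 ± 1512 normalized counts in ECP and 21770 ± 462 in CON, a log2 fold change of -0.31 (standard error 0.07, adjusted p = 0.461 from edgeR and 0.00241 from DESeq2). Cow E0952, with 20395 normalized counts, stood apart from the other ECP cows, which lay between 15988 and 17270. GABARAP, which takes part in autophagy and in receptor trafficking, had 5252 ± 230.3 against 6093 ± 388, a log2 fold change of -0.21 (standard error 0.07, adjusted p = 0.482 from edgeR and 0.0737 from DESeq2). The study chose these genes on the same cows, so their p-values are not independent evidence.

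**Figure D1:**
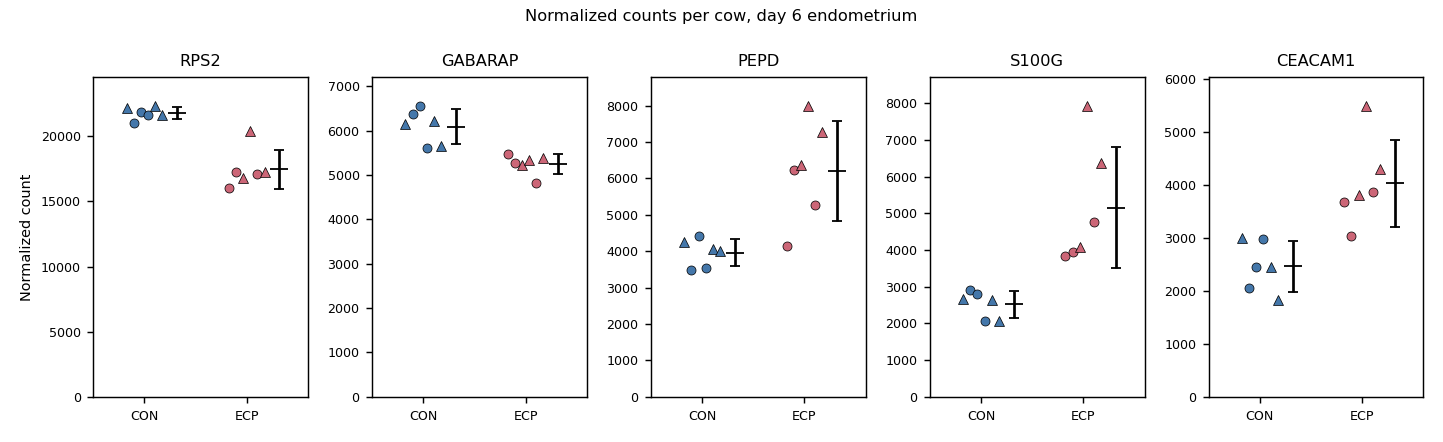
Normalized counts of RPS2, GABARAP, PEPD, S100G and CEACAM1 in each of the 6 CON (blue) and 6 ECP (red) cows, on axes that start at 0. Circles are lower and triangles higher mapping libraries, and the bars give the mean ± SD. The ECP cows lie between 3832 and 7929 for S100G, above the highest CON cow at 2908.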

Differentially expressed genes (DEG) with the greatest expression profiles were RPS2 [ribosomal protein S2], GABARAP [GABA (A) receptor-associated protein], up-regulated in the CON endometrium, and PEPD [peptidase D], SG100g [calcium binding protein G] and CEACAM1 [carcinoembryonic antigen-related cell adhesion molecule 1], up-regulated in the ECP group. Heatmap on Fig. 3 shows the 50 genes with the lowest p-adjusted values. It is possible to observe the similarity of gene expression patterns among individuals within each group, as indicated by the shades of green (for low expression) or red color (high expression).

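Over all 14814 genes the cows of one group did not form a separate cluster. Spearman correlations between the libraries lay between 0.957 and 0.985, and no pair of libraries was a duplicate. The first and second principal components held 16.7% and 15.0% of the variance of log2 CPM, and 2 ECP cows, E1010 and B0646, lay among the CON cows on both, while the other 4 lay at 15.4 to 44.0 on the first component, above the highest CON cow at 7.79. Cow X156 of the ECP group lay farthest from the others, and its median correlation with them was 0.966, the lowest of the 12 cows. The groups did not overlap for 86 genes, 44 with every ECP cow above every CON cow and 42 with every ECP cow below, where 32.1 of 14814 genes (0.216%) would be expected by chance for both directions together, and 7 of 100 splits of the cows, the real one included, gave 86 or more. S100G, CDA, PI15, CENPH and DNAL1 were among the former, and RPS2, NDUFB3, ATP5F1, EIF6 and CD244 among the latter. Of the 50 genes with the lowest p from edgeR, all 50 are in Table S2. Both come from the same counts, so this shows that the tests rank genes alike and is not independent evidence.

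**Figure D2:**
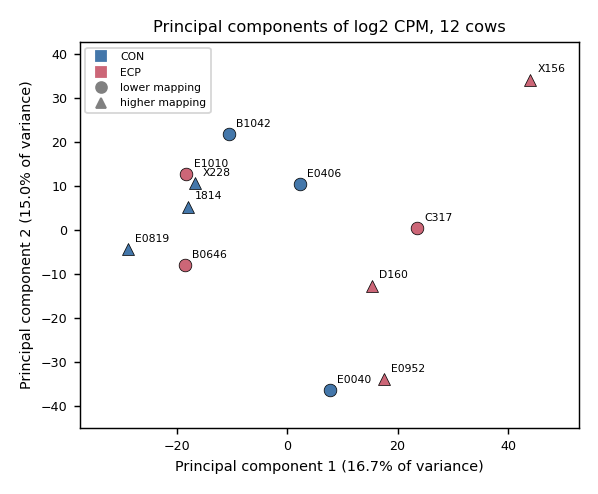
First and second principal components of log2 CPM over 14814 genes for the 12 cows. Blue marks CON and red ECP cows, circles lower and triangles higher mapping libraries. Cow X156 lies at the upper right, apart from the other cows.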

**Fig. 2:**
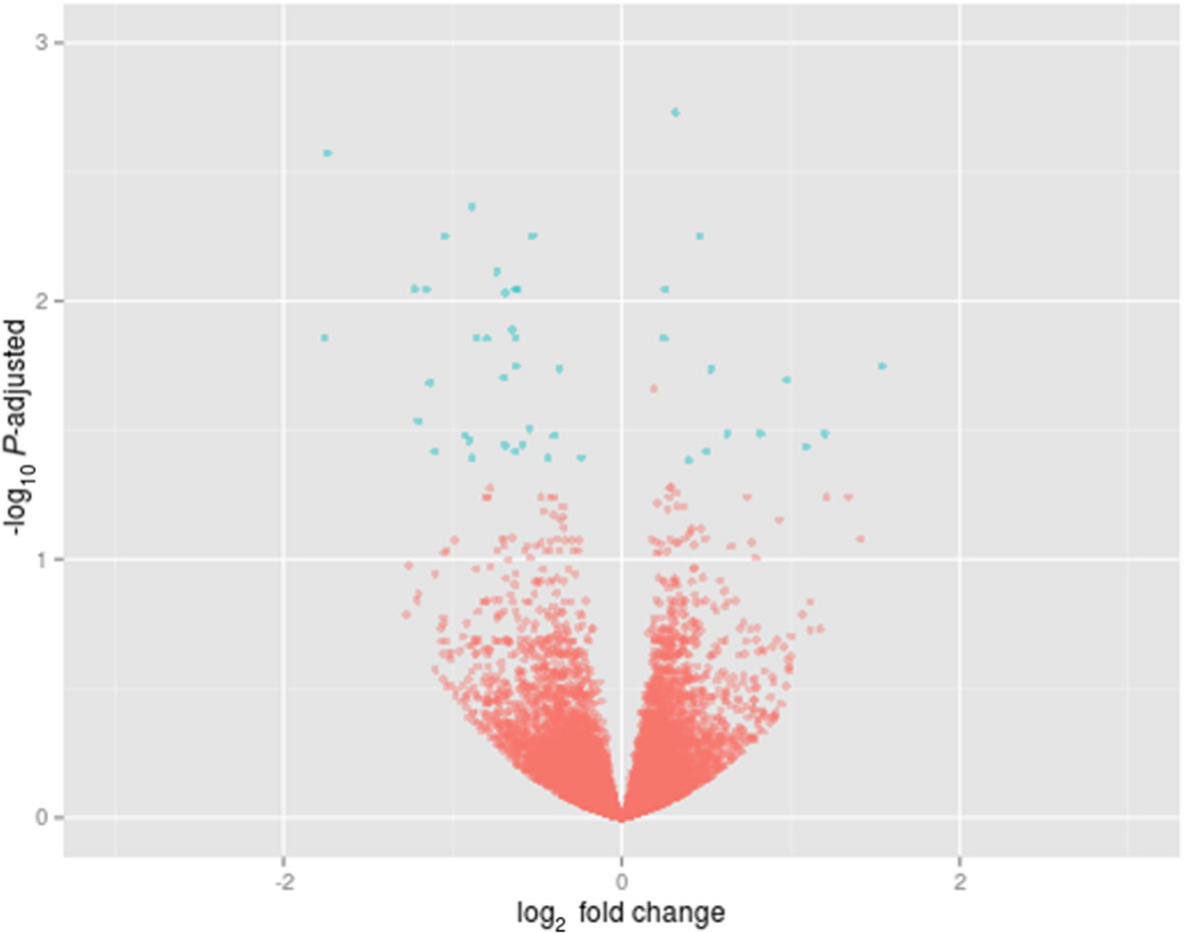
Volcano plot obtained from DESeq analysis. Volcano plot shows that the vertical lines axe is log_2_-fold change and the horizontal axis is the statistical significance (*P* value ≤ 0.10). Genes with *P* value ≤0.10 are marked with blue dots

**Fig. 3:**
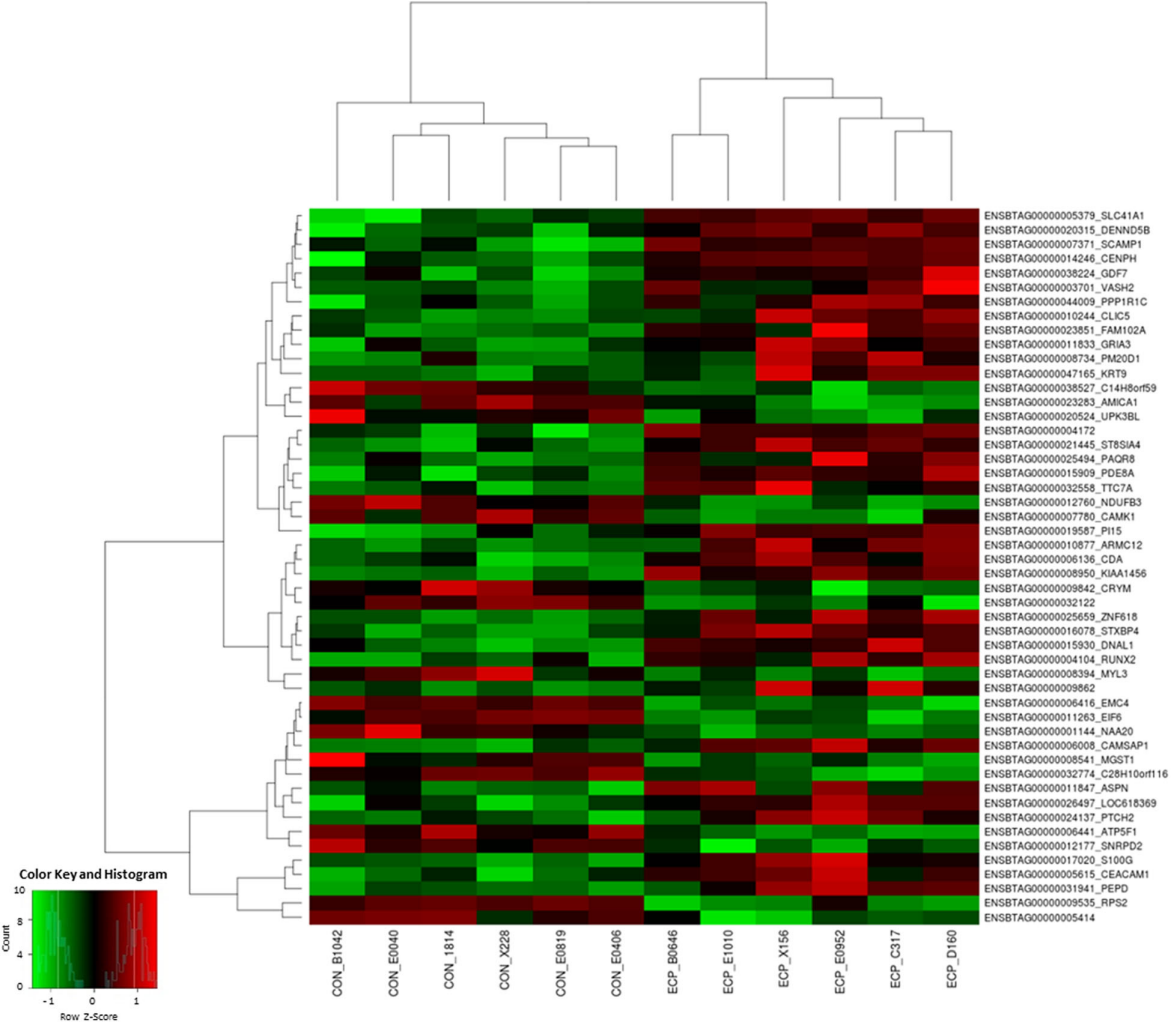
Heat map obtained from DESeq2 analysis. Each column represent one sample showing the intensity of expression profile per gene. The colors in the map display the relative standing of the reads count data; GREEN indicates a count value that is lower than the mean value of the row while red indicates higher than the mean. The shades of the color indicate distance from each data point to the mean value of the row

Sequences of all reads were deposited in the Sequence Read Archive (SRA) of the NCBI (http://www.ncbi.nlm.nih.gov/sra/; Additional file 3: Table S3) and, an overview of these data has been deposited in NCBI’s Gene Expression Omnibus (GEO) and is accessible through GEO Series accession number GSE67807.

### Functional enrichment analysis of RNA-seq data - DAVID results

KEGG pathway and Gene ontology (GO) term analyses were performed with DAVID (Table 3). Functional enrichment analysis using DAVID revealed two KEGG pathways overrepresented by the ECP-upregulated transcripts: pathways in cancer (5 genes; *P <* 0.01) and small cell lung cancer (3 genes; *P* < 0.05). On the other hand, ECP downregulated transcripts indicated the enrichment of three pathways: Parkinson’s disease (3 genes; *P* = 0.06), oxidative phosphorylation (3 genes; *P* = 0.06) and Alzheimer’s disease (3 genes; *P* = 0.09). 

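The 3 genes of oxidative phosphorylation that Table S2 names had lower means in the ECP cows. NDUFB3, a subunit of complex I, had 417 ± 40.0 normalized counts in ECP and 577 ± 64.7 in CON (SD, n = 6 each), a log2 fold change of -0.46 (standard error 0.09, adjusted p = 0.461 from edgeR and 0.00782 from DESeq2). ATP5F1 and ATP5J are subunits of ATP synthase. ATP5F1 had 1811 ± 82.0 against 2154 ± 128 normalized counts, a log2 fold change of -0.24 (standard error 0.07, DESeq2 adjusted p = 0.0216). ATP5J had 1277 ± 124 against 1605 ± 149, a log2 fold change of -0.32 (standard error 0.09, DESeq2 adjusted p = 0.0736). None of the 3 passed edgeR's test. For NDUFB3 and ATP5F1 every ECP cow lay below every CON cow. These genes were chosen by the study on the same cows, so their common direction is not independent evidence, and the other members of the complexes carry no name in the data used here.

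**Figure D3:**
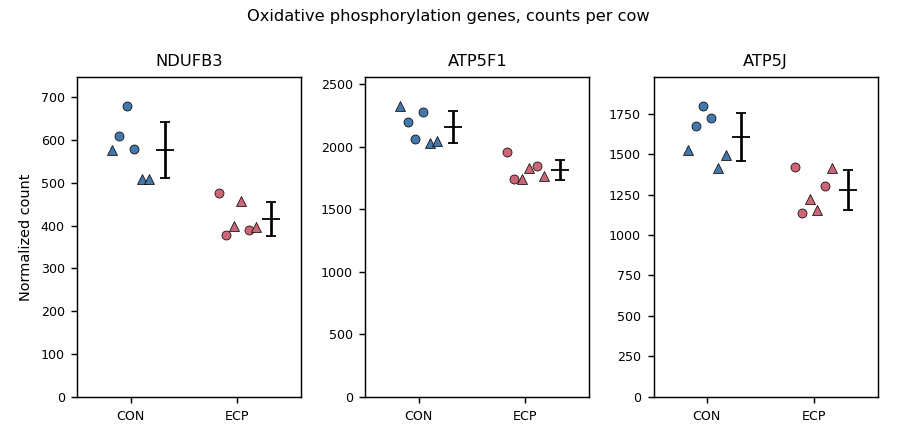
Normalized counts of NDUFB3, ATP5F1 and ATP5J in each of the 6 CON (blue) and 6 ECP (red) cows, on axes that start at 0. Circles are lower and triangles higher mapping libraries, and the bars give the mean ± SD. For NDUFB3 the ECP mean is 417 and the CON mean is 577.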

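PTCH1 encodes a receptor of the Hedgehog pathway, and its mean was higher in the ECP cows. Table S2 gives the symbol PTCH1 to a pair of gene IDs, which may be parts of 1 gene. ENSBTAG00000009903 had 779 ± 172 normalized counts in ECP and 487 ± 117 in CON (SD, n = 6 each), or 1.61-fold, and ENSBTAG00000048213 had 235 ± 52.7 against 136 ± 45.3, or 1.73-fold. Their log2 fold changes were 0.68 (standard error 0.18, adjusted p = 0.461 from edgeR and 0.0861 from DESeq2) and 0.79 (standard error 0.22, DESeq2 adjusted p = 0.0992). PIK3R3, a regulatory subunit of phosphoinositide 3-kinase, had 291 ± 39.8 against 235 ± 19.1 normalized counts, a log2 fold change of 0.31 (standard error 0.11, adjusted p = 0.482 from edgeR and 0.251 from DESeq2). PIAS1, a SUMO ligase, had 520.1 ± 30.6 against 437 ± 25.6, a log2 fold change of 0.26 (standard error 0.07, adjusted p = 0.461 from edgeR and 0.0992 from DESeq2). All 6 ECP cows lay above the CON mean for each of these gene IDs. The study chose these genes on the same cows, so their common direction is not independent evidence. No row of Table S2 carries the symbol LAMC3, so no values can be given for it by name.

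**Figure D4:**
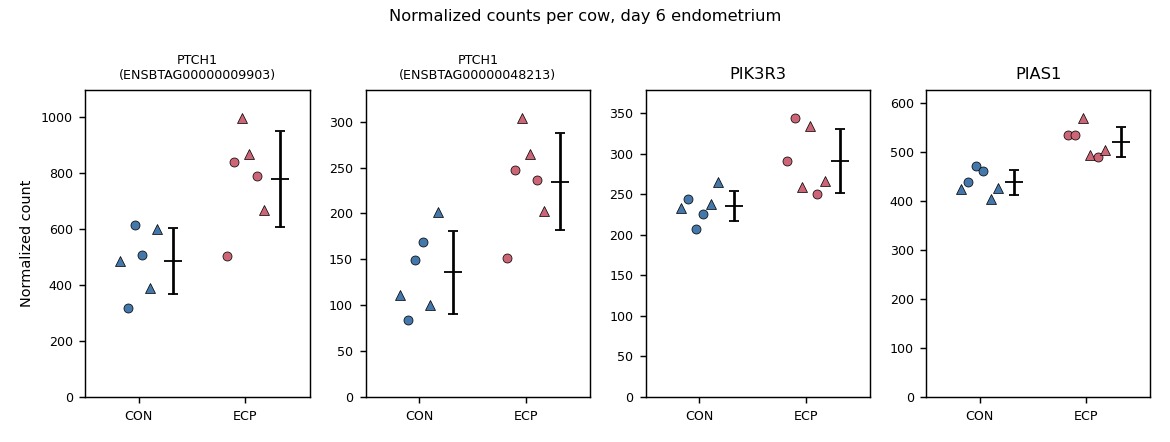
Normalized counts of the pair of PTCH1 gene IDs, PIK3R3 and PIAS1 in each of the 6 CON (blue) and 6 ECP (red) cows, on axes that start at 0. Circles are lower and triangles higher mapping libraries, and the bars give the mean ± SD. For ENSBTAG00000009903 the ECP mean is 779 and the CON mean is 487.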

More specifically, ECP-upregulated transcripts associated with pathways in cancer were [gene symbol (fold change; adjusted *P* value on RNA-seq); respectively]: *LAMC3* (1.55; *P* = 0.10), *PTCH1* (1.51; *P* = 0.09), *PTCH2* (1.52; *P* = 0.03), *PIK3R3* (1.22; *P* = 0.10), and *PIAS1* (1.18; *P* = 0.09), whereas ECP downregulated transcripts associated with oxidative phosphorylation were *ATP5F1* (1.18; *P* = 0.01), *ATP5J* (1.24; *P* = 0.06), and *NDUFB3* (1.37; *P* = 0.01). Additionally, analysis of GO terms identified that ECP upregulated transcripts over represented epidermis development [*ADAM9* and ENSBTAG00000017455 (uncharacterized protein)]. On the other hand, ECP downregulated GO terms indicated the enrichment of five biological processes: generation of metabolic precursors and energy (*GPI*, *NDUFB3*, *ATP5F1*, *IDH3B*, *ATP5J*), Translation (*RPS2*, *EEF1D*, ENSBTAG00000013866, ENSBTAG00000011263), and mRNA processing, mRNA metabolic process and RNA splicing with 3 common genes (*GEMIN7*, *SNRPD2*, *STRAP*).

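ENSBTAG00000017455 is the gene ID that Table S2 pairs with the symbol ADAM9, a membrane metalloproteinase that sheds cell surface proteins, so the 2 names stand for 1 row of the counts. It had 727 ± 82.4 normalized counts in the ECP cows and 569 ± 46.2 in the CON cows (SD, n = 6 each). The log2 fold change was 0.36 (standard error 0.09, adjusted p = 0.461 from edgeR and 0.0785 from DESeq2), and all 6 ECP cows lay above the CON mean. The study chose this gene on the same cows, so this is not independent evidence.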

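All genes of the terms given as downregulated had lower means in the ECP cows, by 1.12-fold for STRAP to 1.38-fold for NDUFB3, and none passed edgeR's test. DESeq2 passed SNRPD2 (adjusted p = 0.0626), EEF1D (0.0765), IDH3B and GEMIN7 (0.0962 each), but not STRAP (0.102) or RPS27 (0.142). Of energy metabolism, GPI, a glycolytic enzyme, had 2525 ± 355 normalized counts in ECP and 3275 ± 525.8 in CON (SD, n = 6 each), a log2 fold change of -0.37 (standard error 0.12, adjusted p = 0.482 from edgeR and 0.211 from DESeq2). IDH3B, of the citric acid cycle, had a log2 fold change of -0.28 (standard error 0.08). HK2, a hexokinase of glycolysis that is in Table S2 but not among the genes of these terms, went the other way. Its log2 fold change was 1.14 (standard error 0.32, adjusted p = 0.461 from edgeR and 0.0926 from DESeq2). Of translation, Table S2 names ENSBTAG00000011263 as EIF6, a ribosome assembly factor, and ENSBTAG00000013866 as RPS27, a ribosomal protein. EIF6 had 940 ± 42.8 against 1121 ± 47.5 normalized counts, and every ECP cow lay below every CON cow (log2 fold change -0.25, standard error 0.06, adjusted p = 0.461 from edgeR and 0.012 from DESeq2). RPS27 had a log2 fold change of -0.44 (standard error 0.13) and EEF1D, of the elongation factor 1 complex, of -0.27 (standard error 0.08). Table S2 also holds RPL39 and RPL22 of the large ribosomal subunit, with -0.43 and -0.37. Of RNA splicing, GEMIN7 and STRAP belong to the SMN complex that loads Sm proteins onto small nuclear RNAs, and SNRPD2 is a Sm protein. Their log2 fold changes were -0.39 (standard error 0.11), -0.17 (standard error 0.06) and -0.28 (standard error 0.07). As all of these genes were chosen on the same cows, the common direction of those other than HK2 is not independent evidence.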

**Table 3:** KEGG Pathways and Gene ontologies (GO category) of mRNA transcripts differentially expressed in cows treated with estradiol cypionate (ECP).

Category	Term	Count	*P* value	Genes
Upregulated in ECP				
KEGG PATHWAY	Pathways in cancer	5	0.008	*PIK3R3, PTCH1, PTCH2, LAMC3, PIAS1*
KEGG PATHWAY	Small cell lung cancer	3	0.020	*PIK3R3, LAMC3, PIAS1*
GO TERM BP_FAT	Epidermis development	2	0.095	*ADAM9, ENSBTAG00000017455*
Downregulated in ECP				
KEGG PATHWAY	Parkinson’s disease	3	0.062	*NDUFB3, ATP5F1, ATP5J*
KEGG PATHWAY	Oxidative phosphorylation	3	0.064	*NDUFB3, ATP5F1, ATP5J*
KEGG PATHWAY	Alzheimer’s disease	3	0.090	*NDUFB3, ATP5F1, ATP5J*
GO TERM BP_FAT	Generation of precursor metabolites and energy	5	0.004	*GPI, NDUFB3, ATP5F1, IDH3B, ATP5J*
GO TERM BP_FAT	Translation	4	0.059	*RPS2*, *EEF1D*, *ENSBTAG00000013866, ENSBTAG00000011263*
GO TERM BP_FAT	mRNA processing	3	0.071	*GEMIN7, SNRPD2, STRAP*
GO TERM BP_FAT	mRNA metabolic process	3	0.087	*GEMIN7, SNRPD2, STRAP*
GO TERM BP_FAT	RNA splicing	3	0.041	*GEMIN7, SNRPD2, STRAP*

Enrichment analysis was performed with DAVID tools (https://david.ncifcrf.gov/tools.jsp)

### Cell proliferation-related gene expression

According to selection criteria described previously, uterine tissue used in the qPCR analysis derived from cows that presented different estrus responses [CON (10.1%), ECP (90.9%), eCG (66.7%) and ECP + ECG (83.3%)] and P4 concentration at uterine biopsy [CON (3.4 ± 0.2 ng/mL), ECP (3.7 ± 0.2 ng/mL), eCG (5.3 ± 0.4 ng/mL) and ECP + ECG (5.0 ± 0.6 ng/mL)].

There were no interactions (*P* > 0.10) between ECP and eCG on the expression of the transcripts evaluated. ECP treatment induced greater endometrial abundance of *PTCH2* (*P* = 0.07) and *COL4A1* (*P* = 0.02) genes, whereas it reduced *EGFR* (*P* = 0.09) gene expression (Figs. 4 and 5). The ECP treatment did not affect gene expression of *ESR1* (*P* = 0.90), *ESR2* (*P* = 0.61), *HB-EGF* (*P* = 0.80) and *ITGB3* (*P* = 0.57). On the other hand, eCG treatment induced greater endometrial abundance of *HB-EGF* (*P* = 0.06), *ESR2* (*P* = 0.09), and *ITGB3* (*P* = 0.05) genes, whereas reduced the gene expression of *ESR1* (*P* = 0.05). Supplementation with eCG did not alter expression of *EGFR* (*P* = 0.34), *PTCH2* (*P* = 0.31) and *COL4A1* (*P* = 0.19). Additionally, expression of *PGR* was not altered by either ECP (*P* = 0.51) or eCG (*P* = 0.25) treatments.

**Fig. 4:**
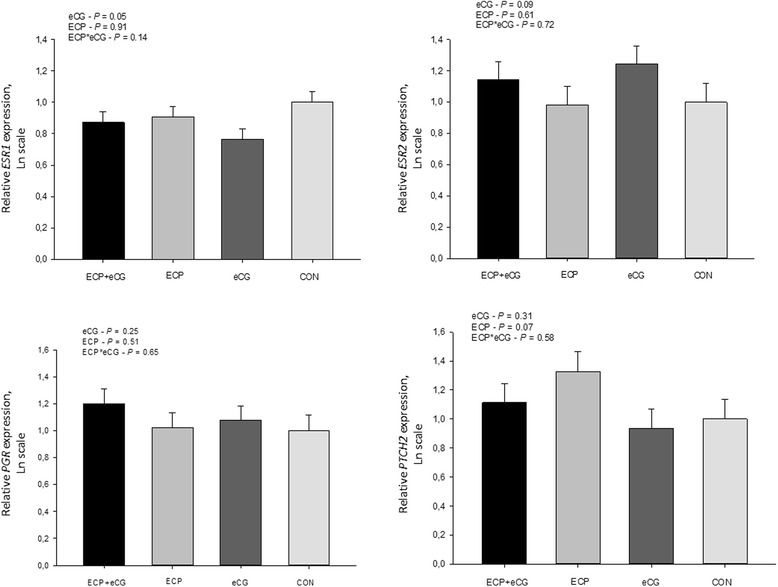
Comparison of gene expression between suckled anestrous beef cows receiving 1 mg of estradiol cipionate (ECP) and/or 400 IU of equine chorionic gonadotropin (eCG) at onset of the proestrus [CON (*n* = 11), ECP (n = 11), eCG (*n* = 12) and ECP + ECG (n = 11)]. The amounts of *ESR1*, *ESR2*, *PGR,* and *PTCH2* transcripts are expressed in relation to control (CON) untreated cows. Expression values were normalized by the geometric mean of *GAPDH*, *ACTB,* and *RPS18*. The *P* values refer to comparisons made for each gene between groups (effects of ECP, eCG and interaction between ECP and eCG)

**Fig. 5:**
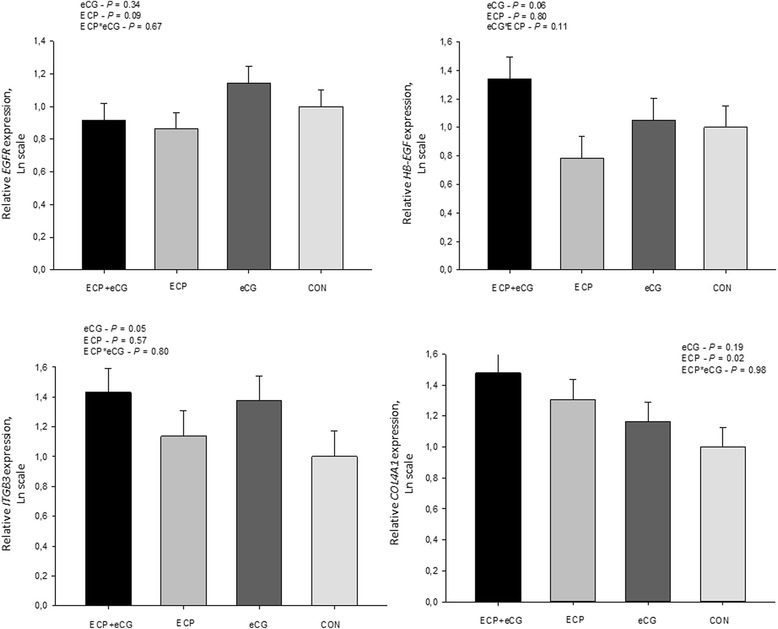
Comparison of gene expression between suckled anestrous beef cows receiving 1 mg of estradiol cipionate (ECP) and/or 400 IU of equine chorionic gonadotropin (eCG) at onset of the proestrus [CON (n = 11), ECP (n = 11), eCG (n = 12) and ECP + ECG (n = 11)]. The amounts of *EGFR*, *HBEGF*, *ITGB3,* and *COL4A1* transcripts are expressed in relation to control (CON) untreated cows. Expression values were normalized by the geometric mean of *GAPDH*, *ACTB,* and *RPS18*. The *P* values refer to comparisons made for each gene between groups (effects of ECP, eCG and interaction between ECP and eCG)

## Discussion

The present study investigated the impact of hormonal manipulation of proestrus on ovarian response and on uterine transcriptome 6 d post-TAI. The most relevant observations from this study are: 1) ECP treatment improves occurrence of estrus and pregnancy per AI, whereas eCG treatment enhances final follicular growth, size of ovulatory follicle, ovulation rate and subsequent P4 concentration, 2) the endometrial transcriptional profile is regulated by ECP supplementation and cell proliferation was one of the overrepresented gene ontology terms; 3) selected candidate genes with altered expression further support an ECP effect on cellular proliferation and tissue morphology.

Synchronized cows displaying estrus before TAI exhibited larger dominant follicles, greater E2 concentration during the proestrus/estrus, greater luteal function on the subsequent estrus cycle, and greater conception rate when compared to cows that did not display estrus [6, 25, 42–44]. In agreement, exogenous ECP treatment at the onset of proestrus improved the proportion of suckled beef cows displaying estrus, determining greater pregnancy outcomes following TAI than non-ECP treated cows [25, 26], similar to what was observed in the present study. Furthermore, the eCG treatment at onset of the proestrus was effective to increase conception rates in suckled beef cows [1, 5, 29, 30]. Also corroborating with the present results, eCG-treated cows presented greater final follicular growth, follicular diameter at TAI, ovulation rate and plasma P4 concentration on subsequent diestrus [5, 26, 29, 30]. Therefore, the hormonal therapies established in the present study may be considered a pro-fertility model for suckled anestrous beef cows and potentially allow the establishment of two distinct periovulatory endocrine milieus, that are associated with an uterine environment of better receptivity. Specifically, it was expected that ECP-treated cows present greater periovulatory E2 concentration due to the exogenous estradiol administration. Additionally, those cows treated with eCG also presented greater concentrations of E2 during proestrus/estrus due to endogenous estradiol from a healthy larger DF at TAI, in addition to presenting greater concentrations of P4 during early diestrus.

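Differences between the groups were small for most genes. The median absolute log2 fold change between ECP and CON was 0.13 over the 14814 genes, and 91.2% of them lay within 0.5 of 0. A log2 fold change above 1 or below -1 was found for 167 genes, 105 higher and 62 lower in ECP. Of the 96 genes that DESeq2 called, 78 had a log2 fold change between -1 and 1. Among the named genes with larger fold changes, CDA, or cytidine deaminase, had 66.9 ± 17.9 normalized counts in ECP and 25.7 ± 11.6 in CON (SD, n = 6 each), a log2 fold change of 1.39 (standard error 0.30, adjusted p = 0.461 from edgeR and 0.0108 from DESeq2). HK2, the hexokinase of insulin-responsive tissues, had 141 ± 51.0 against 63.9 ± 29.7, and MYL3 had 6.67 ± 4.04 against 27.5 ± 15.4. The treatment accounted for 10.7% of the variance of log2 CPM over all genes, where the 462 ways of parting the 12 cows into groups of 6 gave a median of 8.87% and a maximum of 15.2% (exact permutation test, p = 0.132). This measure was chosen after the data were examined.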

Unexpectedly, transcriptome analysis of D 6 endometrium from cows treated or not with ECP did not reveal dramatic differences of gene expression patterns. Our model was unique in selecting for cows displaying estrus behavior in ECP-treated group versus not displaying estrus behavior in the control group. Estrus behavior is associated with higher pregnancy rates [6, 25, 43, 44]. Global transcriptome analysis of D 14 endometrium from high fertility heifers compared to low fertility ones did not reveal substantial differences [45]. Another study using a similar criterion for high and low fertility revealed that D 7 endometrium presented 417 DEG, however, most of the DEG exhibited fold change between 1.0 and 2.0 [46]. These results are in agreement with our data showing that endometrial gene expression is not dramatically different between groups with contrasting fertility; however, it is important to point out that half of the samples came from pregnant animals, whereas the other half came from non-pregnant cows in both ECP or control groups.

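Pregnant and non-pregnant cows were compared with treatment in the model, 6 against 6. ENSBTAG00000008842 had the lowest p of the genes with a higher mean in pregnant cows, with 353 ± 79.8 normalized counts against 211 ± 30.2 (SD, n = 6 each) and a log2 fold change of 0.73 (standard error 0.16). ENSBTAG00000010448 had the lowest p of those with a lower mean, with 4.111 ± 2.498 against 15.95 ± 5.96 and a log2 fold change of -1.90 (standard error 0.45). Neither has a symbol in Table S2. No gene passed edgeR's test, with a lowest adjusted p of 0.9997, and 481 of the 14814 genes had an unadjusted p under 0.05, fewer than the 741 expected with no difference. DESeq2 and limma voom also called 0. Whether the effect of ECP differed between later pregnant and non-pregnant cows was tested as an interaction. edgeR called 0 genes, with 777 at an unadjusted p under 0.05, limma voom called 0 and DESeq2 called 13. In CON more of the pregnant cows, and in ECP more of the non-pregnant cows, had lower mapping libraries. The interaction is thus partly mixed with library class. The paper reads its own data, together with earlier studies, as showing no dramatic difference of endometrial expression between groups of contrasting fertility, and adds that each of its groups held pregnant and non-pregnant cows.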

Estradiol levels are higher after ECP administration [28, 42, 47] and estrus behavior is correlated with estradiol levels [42, 48]; however, we did not quantify estradiol plasma concentrations. It was observed in ovariectomized cows that estradiol benzoate injection alters global gene expression of the endometrium when compared to a control group or progesterone treatment; whereas a combined estradiol and progesterone group shows data closer to estradiol treatment, suggesting that estradiol counteracts progesterone effects [49]. In our model, progesterone is the dominant steroid hormone at the time of sample collection; however its impact on gene expression is likely influenced by the previous exposure to estradiol.

We have observed previously that the endometrial tissue of cows ovulating larger follicles expressed markers of proliferative activity earlier than cows ovulating smaller follicles [8]. Similarly, gene expression changes suggesting reduction of proliferative activity and transition to a biosynthetic phenotype were also hastened in cows with larger ovulatory follicles. Larger follicles led to increased estradiol concentrations during proestrus and greater progesterone concentrations during early diestrus [8, 14]. Functional enrichment analysis using DAVID identified gene ontology terms associated with regulation of cell proliferation such as pathways in cancer and small cell lung cancer. Similarly, endometrial gene expression at D 7 in one estrous cycle prior to embryo transfer revealed enrichment of GO-terms cell cycle and anti-apoptosis in cows that successfully established pregnancy [50]. It is noteworthy that the above mentioned studies obtained samples from non-lactating cyclic cows [8] or heifers [50], whereas in the present study all cows were lactating and in anestrus. Additionally, assessment of the expression of proliferation-related candidate genes showed that *PTCH*2 and *COL4A1* were induced by ECP treatment, whereas *EGFR* expression was suppressed. *PTCH2* is a membrane receptor, member of the Hedgehog signaling pathway [51], and has been associated with proliferation-related disorders such as endometriosis and ovarian carcinoma [52], playing a role as a tumor suppressor gene [53]. *COL4A1* encodes a type IV collagen protein that is an integral component of basement membranes [54]. In the endometrium, the breakdown of the basement membrane as well as increased expression of *COL4A1* have been related with inhibition of angiogenesis and reduced tumor growth [55]. In addition, the oncogene *EGFR*, which is associated with growth of placental tissue [56], was downregulated by ECP-treatment suggesting a suppression of the endometrial ability to respond to mitogenic stimuli. The collective interpretation of these data is that estrogenic stimulus given by ECP induced a non-proliferative status on D6 endometrium. Such findings are consistent with our previous report, in which ovulation of a larger follicle (associated with greater proestrus and estrus plasma concentrations of estradiol) inhibited proliferation in both luminal and glandular epithelial cells on D 7 endometrium [8]. Importantly, such regulation occurred despite similar plasma concentrations of P4 between animals that received an did not receive ECP.

The most remarkable eCG-induced changes in gene expression were associated to E2 signaling. Indeed, transcript abundance was greater for *ESR2* and lesser for *ESR1* in eCG-treated cows than No eCG-treated cows, suggesting the establishment of a transition phase, from proliferative to secretory. The recognized proliferative role of estrogens in the female reproductive tract appears to be mediated by *ESR1* [57]. After estrus, *ESR1* abundance decreases and reaches nadir endometrium concentrations during the mid-luteal phase of the estrous cycle [58]. In contrast, uterine *ESR2* expression is positively associated with the increasing P4 concentration observed from early to mid diestrus. The greater abundance of *ESR2* expression found in eCG treated cows could be justified by the positive effect of eCG on P4 concentration during early diestrus. Altogether, these results suggest that the endometrium of suckled anestrous cows at Day 6 receiving either ECP or eCG is still transitioning from a proliferative to a secretory state, as previously reported [8].

## Conclusions

Supplementation with ECP or eCG at onset of the synchronized proestrus of suckled anestrous beef cows significantly influence the ovarian responses; however, the impact on global uterine gene expression is discrete, presenting few DEG that are associated with ceasing cell proliferation. Such phenotype is consistent with the beginning of the secretory phase of the endometrium, required to support conceptus growth and survival.

## Additional files

Additional file 1: Table S1. Number of reads from all samples from suckled cows receiving (ECP) or not (CON) 1 mg of ECP at the onset of the proestrous

Additional file 2: Table S2. Differential gene expression results. BaseMean is the average of all samples expression profile after normalization; lfcSE – standard error from log2FoldChange; padj – *P*-value adjusted after correction of BH-FDR for multiple tests

Additional file 3: Table S3. Bio-samples and Experiment accession numbers of the Raw reads resulted from the RNAseq of endometrial biopsis in the SRA data base

## Abbreviations

ACTB: actin, Beta
ADAM9: ADAM metallopeptidase domain 9
ANOVA: Analysis of variance
ATP5F1: ATP Synthase, H+ Transporting, Mitochondrial Fo Complex Subunit B1
ATP5J: ATP Synthase, H+ Transporting, Mitochondrial Fo Complex Subunit F6
BCS: Body contition score
CEACAM1: Carcinoembryonic antigen-related cell adhesion molecule 1
CL: Corpus luteum
COL4A1: Collagen, type IV, alpha 1
CON: Control
Cq: Quantification cycle
DAVID: Database for Annotation, Visualization, and Integrated Discovery
DEG: Differentially expressed genes
DF: Dominant follicle
E2: Estradiol
eCG: Equine chorionic gonadotropin
ECP: Estradiol cypionate
EDTA: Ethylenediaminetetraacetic acid
EEF1D: Eukaryotic translation elongation factor 1 delta
EGFR: Epidermal growth factor receptor
ESR1: Estrogen receptor alpha
ESR2: Estrogen receptor beta
GABARAP: GABA (A) receptor-associated protein
GAPDH: Glyceraldehyde-3-Phosphate Dehydrogenase
GEMIN7: Gem nuclear organelle associated protein 7
GEO: NCBI’s gene expression omnibus
GnRH: Gonadotropin-releasing hormone
GO: Gene ontology
GPI: Glucose-6-Phosphate Isomerase
HB-EGF: Heparin-binding EGF-like growth factor
IDH3B: Isocitrate dehydrogenase 3 (NAD(+)) Beta
IM: Intramuscular
ITGB3: Integrin, beta 3
LAMC3: Laminin Subunit Gamma 3
LN: Natural logarithm
NDUFB3: NADH:Ubiquinone Oxidoreductase Subunit B3
P4: Progesterone
PEPD: Peptidase D
PGR: Progesterone receptor
PIAS1: Protein Inhibitor Of Activated STAT 1
PIK3R3: Phosphoinositide-3-Kinase regulatory subunit 3
PTCH1: Patched 1
PTCH2: Patched homolog 2
qPCR: Quantitative real time PCR
RIN: RNA integrity number
RNAseq: RNA sequencing
RPS18: Ribosomal Protein S18
RPS2: Ribosomal protein S2
SEM: Standard error of the mean
SG100G: Calcium binding protein G
SNRPD2: Small nuclear ribonucleoprotein D2 polypeptide
SRA: Sequence read archive
STRAP: Serine/Threonine Kinase Receptor Associated Protein
TAI: Timed artificial insemination

# Supplementary material for: Impact of hormonal modulation at proestrus on ovarian responses and uterine gene expression of suckled anestrous beef cows
**Source:** J Anim Sci Biotechnol. 2017 Nov 1;8:79. doi: 10.1186/s40104-017-0211-3
**Supplement:** Supplementary file 1 — Number of reads from all samples from suckled cows receiving (ECP) or not (CON) 1 mg of ECP at the onset of the proestrous

Additional file 3: **Table S3** Bio-samples and Experiment accession numbers of the Raw reads resulted from the RNAseq of endometrial biopsis in the SRA data base.

| Cow ID | BioSample | Experiment number |
| --- | --- | --- |
| 1814 | SAMN03481149 | SRX992523 |
| B1042 | SAMN03481150 | SRX992524 |
| E0040 | SAMN03481151 | SRX992525 |
| E0406 | SAMN03481152 | SRX992526 |
| E0819 | SAMN03481153 | SRX992527 |
| X228 | SAMN03481154 | SRX992528 |
| B0646 | SAMN03481155 | SRX992529 |
| C317 | SAMN03481156 | SRX992530 |
| D160 | SAMN03481157 | SRX992531 |
| E0952 | SAMN03481158 | SRX992532 |
| E1010 | SAMN03481159 | SRX992533 |
| X156 | SAMN03481160 | SRX992534 |

# Supplementary material for: Impact of hormonal modulation at proestrus on ovarian responses and uterine gene expression of suckled anestrous beef cows
**Source:** J Anim Sci Biotechnol. 2017 Nov 1;8:79. doi: 10.1186/s40104-017-0211-3
**Supplement:** Supplementary file 2 — Differential gene expression results. BaseMean is the average of all samples expression profile after normalization; lfcSE – standard error from log2FoldChange; padj – P-value adjusted after correction of BH-FDR for multiple tests

Additional file 2: **Table S2.** Differential gene expression results. BaseMean is the average of all samples expression profile after normalization; lfcSE – standard error from log2FoldChange; padj – p-value adjusted after correction of BH-FDR for multiple tests.

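The fold changes of Table S2 are CON over ECP, since its 73 genes listed as up-regulated by ECP carry negative values and its 62 down-regulated genes positive ones. The baseMean values equal the mean normalized counts of the deposited table to within rounding, with ratios of 0.999997 to 1.000001 over the 135 rows. The 133 rows kept by the filter had the same direction in the edgeR fit, and all had an unadjusted p under 0.05 there, the highest being 0.0142. Since the table was drawn from these same counts, neither is independent evidence. Across these genes, which are not independent replicates, the fold changes of the edgeR fit were 1.06 times those of Table S2 in the median. MYL3, with few counts, had a log2 fold change of -2.06 in the edgeR fit. At an adjusted p of at most 0.10, edgeR called 0 and DESeq2 92 of the 133 genes, with 4 further genes called by DESeq2 outside the table. The padj column exceeds 0.10 in 25 of the rows.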

# Supplementary material for: Impact of hormonal modulation at proestrus on ovarian responses and uterine gene expression of suckled anestrous beef cows
**Source:** J Anim Sci Biotechnol. 2017 Nov 1;8:79. doi: 10.1186/s40104-017-0211-3
**Supplement:** Supplementary file 3 — Bio-samples and Experiment accession numbers of the Raw reads resulted from the RNAseq of endometrial biopsis in the SRA data base

Additional file 1: **Table S1.** Number of reads from all samples from suckled cows receiving (ECP) or not (CON) 1mg of ECP at the onset of the proestrous.

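Mapped reads in Table S1 are given as a percentage of the filtered reads, while the deposited counts hold only reads assigned to a gene. Singletons, where 1 read of a pair maps without its mate, came to 14.0 ± 0.970% of the filtered reads in the 6 lower mapping libraries and to 5.88 ± 0.133% in the 6 higher mapping ones (SD, n = 6 each). The filtered reads ranged from 17506266 in ECP cow E1010, which also had the lowest total count, to 26839302 in ECP cow C317.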

| Cow Id. | Group | Number of raw reads^1^ | Number of reads after filtering^2^ | Number of mapped reads^3^ | Number of mapped paired reads^4^ | Number of singletons^5^ | % mapped reads^6^ |
| --- | --- | --- | --- | --- | --- | --- | --- |
| E1010 | ECP | 22420008 | 17506266 | 15134829 | 8923408 | 2621269 | 86.5 |
| X156 | ECP | 25895472 | 22420554 | 20892565 | 16829460 | 1315305 | 93.2 |
| D160 | ECP | 30358500 | 26194522 | 24087314 | 19956258 | 1565380 | 92.0 |
| B0646 | ECP | 30678230 | 24662446 | 20830906 | 20830906 | 3238296 | 84.5 |
| C317 | ECP | 33077598 | 26839302 | 22999465 | 16787414 | 3508161 | 85.7 |
| E0952 | ECP | 24005780 | 20834790 | 19151177 | 15705178 | 1262607 | 91.9 |
| E0040 | CON | 31306148 | 25255034 | 20828184 | 14730270 | 3822828 | 82.5 |
| E0406 | CON | 31900030 | 25753722 | 21552085 | 15647644 | 3699979 | 83.7 |
| E0819 | CON | 27075074 | 23518146 | 22075007 | 17473114 | 1361155 | 93.9 |
| 1814 | CON | 24503324 | 21302684 | 19913174 | 16162692 | 1211000 | 93.5 |
| B1042 | CON | 31408510 | 25403572 | 21772305 | 16000958 | 3341991 | 85.7 |
| X228 | CON | 22330398 | 19183928 | 17739755 | 14347750 | 1129057 | 92.5 |

^1^Number of raw reads – total number of reads obtained from the sequencing;

^2^Number of reads after filtering – number of reads after filtering out contaminants and low quality sequences;

^3^Number of mapped reads – total number of reads that mapped against the bovine genome;

^4^Number of mapped paired reads – reads PE that mapped on the same region or chromosome;

^5^Number of singletons – number of reads which mapped without its pair;

^6^ % mapped reads – proportion of reads mapped considering the filtered reads.

How the deposited data were processed for this re-analysis (not part of the article)

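The data were read counts from RNA-seq of D 6 endometrium of 12 suckled anestrous cows, 6 treated with 1 mg of ECP and 6 CON. Groups, later pregnancy status and progesterone were taken from the sample labels, and read numbers from Table S1. The authors trimmed the reads, mapped them with Bowtie2 to the masked UMD 3.1 assembly, sorted the alignments with SAMtools and counted reads per gene with HTSeq, and the values they deposited are raw counts per Ensembl gene ID, not normalized. The submitters' processing notes name CASAVA 1.8.2, Bowtie2 2.1.0, SAMtools 0.1.18, HTSeq 0.5.4p2 and DESeq 1.12.1, while the paper names DESeq2. The paper states that only uniquely mapped reads were used, which lowers the counts of genes with near-identical copies. The table has 24616 gene IDs in 12 columns, all of which were used, and it holds no row for unassigned reads.

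From these counts, normalization, dispersion and tests were computed in R 4.3.3 with edgeR 4.0.16 (TMM, glmQLFit and glmQLFTest), and adjusted p-values are Benjamini-Hochberg values over the genes tested, with a threshold of 0.10 as in the paper. Genes were kept by the study's filter, a mean normalized count above 5 and above its standard deviation. Standard errors of fold changes were taken as the fold change divided by the square root of the F statistic. Pregnant cows were compared with non-pregnant cows, and lower with higher mapping libraries, with treatment in the model, and the interaction of treatment and pregnancy status was tested in all 12 cows. Progesterone was compared with an exact permutation test in Python 3.11.15, and figures were drawn with matplotlib 3.10.9. Alternatives were DESeq2 1.42.0 with and without its own filtering, limma 3.58.1 (voom), DESeq2 size factors and upper quartile scaling in edgeR, filterByExpr, no filter, a threshold of 0.05, covariates, each library class alone, and each cow left out in turn. The tests, these alternatives and the rule for named genes were fixed before the data were examined, and the alternatives added later are named as such. The rule takes every gene the paper names from its RNA-seq or qPCR results, for each comparison the 10 genes of each direction with the largest fold change among those past the threshold whose 6 libraries of 1 group all lie on the changed side of the other group's mean (the 10 of lowest p where none passes), the 5 of lowest p in each direction, and up to 4 members of each gene list described, of which 1 gene is not reported here. The values of Table S2 had been seen when the rule was written. Of the pregnancy comparison, whose genes have no symbol, 1 gene ID per direction is printed. KRT9, ENSBTAG00000009862, ENSBTAG00000005414, ENSBTAG00000023600, the most abundant gene ID and the gene IDs of the library comparison were added after their values were seen.

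The total counts of 8637917 to 15015055 per cow put counting error below the variation between cows for 99.1% of the 14814 genes, so this variation limits the precision of most. That estimate takes each count as independent, which mates counted singly would not be. The common biological coefficient of variation was 0.2435. The tests were checked on simulated data with the means, depths and dispersions of these libraries, in which 200 of 14814 genes were changed between ECP and CON. edgeR recovered 24 of 50 genes changed 1.5-fold, 39 of 50 changed 2-fold, and 45 of 50 changed 3-fold or 4-fold each, with 10 false calls among 163. DESeq2 recovered 29, 44, 48 and 49 of 50, with 46 false calls among 216, and limma voom 22, 40, 45 and 43 of 50, with 12 false calls among 162. No fold below 1.5 was simulated, so this check does not tell how often smaller changes, such as the 1.24-fold of RPS2, would be recovered.

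Gene symbols came only from Table S2, because the reference table used here holds no Ensembl IDs. At most 12.2% of the members of any of the 30 gene lists prepared for this tissue could be matched, under the 80% set as the minimum, so the tests of gene lists are void and none is reported. Gene length correction was not run for the same reason, and coordinates are not given. LAMC3, whose symbol is on no row of Table S2, and the genes measured only by qPCR were not analysed by name here. No sentence on qPCR has data beside it, since those measurements were not used here.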

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

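The DESeq2 model with library class, the DESeq2 counts with a cow left out, the number of the 96 genes still called in these, and the splits for genes whose groups do not overlap were chosen after the data were examined. Of 124 groups of 6 cows or libraries examined, 7 held a sample far from the others by Dixon's rule, where chance, which sets about 1 group in 20 apart, would give 6.2. In ECP, cow E0952 had 20395 normalized counts of RPS2 against 15988 to 17270 in the other cows (gap 0.709 of the range), cow E1010 had 1687 of STRAP against 1535 to 1582 (0.69), cow B0646 had 136 of SAMSN1 against 57.4 to 78.1 (0.736), and cow C317 had 137 of DNAL1 against 88.8 to 102 (0.721). In CON, cow B1042 had 2388 of MGST1 against 910.1 to 1353 (0.7), and cow E0040 had 412 of PAQR8 against 206 to 265 (0.712). Among the lower mapping libraries, C317 had 414 of ENSBTAG00000013697 against 360.1 to 369.9 (0.817). No cow was far from the others for more than 2 of these genes.

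The paper does not compare lower with higher mapping libraries. In that comparison edgeR called 1 gene, ENSBTAG00000035959, with 122 ± 49.1 normalized counts in the 6 lower and 29.9 ± 5.85 in the 6 higher mapping libraries (SD), a log2 fold change of 2.05 (standard error 0.27, adjusted p = 0.0873 from edgeR). The 6 lower mapping libraries lay between 65.3 and 181 and the 6 higher mapping ones between 24.2 and 39.0. At an unadjusted p under 0.05 there were 1107 genes, limma voom called 0 and DESeq2 called 100. Of 100 splits of the cows within treatment, the real one included, 17 gave as many genes at an unadjusted p under 0.05, the highest other giving 2014, so chance is not excluded for that count.

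DESeq2 called 96 genes between ECP and CON where edgeR called 0. Chance, a difference between the library classes and a single cow were examined as explanations. With library class in the DESeq2 model 116 genes were called, among them 90 of the 96. The classes hold 3 cows of each group, so by design a constant difference between them adds to both groups alike. Adding class to the model could therefore hardly lower the count, and this check tests little. Whether the effect of ECP differs between the classes was not tested. The library classes themselves gave 100 DESeq2 calls. With a cow left out DESeq2 called at least 40 genes. Of the 96 called in all cows, from 35 (without D160) to 87 (without E0040) were still called in the same direction. No single cow thus carries them all. Without E0952, 1814 or E0819, however, only 37, 42 and 44 stayed called, so many of the calls do not outlast the loss of 1 cow. The 96 were also chosen on the same cows. Other splits of the same cows remain open as an explanation. Of 50 splits into 6 and 6, the real one included, 10 gave 96 or more DESeq2 calls, the highest other giving 299 and the median other 8. In edgeR, 13 of 100 splits gave at least the 1295 genes at an unadjusted p under 0.05 of the real split, with a highest other of 1839 and a median other of 767. For the 86 genes whose groups do not overlap, 7 of 100 splits gave as many, with a highest other of 127. A split that calls several times the real number, as 1 did with the 299 of DESeq2, points to a structure among the cows that the groups do not name, though this was not tested and DESeq2 also made 46 false calls among 216 in data simulated without such a structure. The splits were drawn freely from all cows, without the balance of library class and pregnancy status that the real groups have. Some may therefore carry a difference between the library classes, which was not tested. Chance parting of the cows is thus not excluded for any of these numbers, and neither is an effect of ECP or of estrus, which differ together between the groups.

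The 12 cows part by treatment when clustered on the 50 genes of lowest p, as in a heat map of such genes. A candidate explanation is the choice of the genes by the comparison itself. Of 99 other splits of the cows, 98.0% were likewise parted by their own 50 genes of lowest p. The clustering of the chosen genes is therefore what nearly any split of these cows gives, and it does not tell an effect of ECP from chance.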

How the results depend on the processing

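The alternatives named here as added were chosen after the data were examined. The count of 0 differentially expressed genes between ECP and CON in edgeR stayed at 0 with every cow left out in turn, with DESeq2 size factors, upper quartile scaling, filterByExpr, no filter, a threshold of 0.05, limma voom and each covariate model. It was 96 with DESeq2 on the same genes, 110 with DESeq2's own filtering, and 55 within the 6 higher mapping libraries, where 2037 genes had an unadjusted p under 0.05. Among added alternatives it was 99 with DESeq2 on the mean filter alone and 96 with shrunken folds there, 89 with shrunken folds on the study's filter, 106 with these and DESeq2's own filtering, 116 with DESeq2 and library class, 36 with edgeR's likelihood-ratio test, and 0 with limma trend and with edgeR on the mean filter alone. Of the Table S2 genes, 0 passed in edgeR with each cow left out, and 92, 102, 8, 94, 94, 88, 101, 95 and 36 passed in the 9 settings above that called any, in that order. The cause was not tested beyond what is given for the DESeq2 calls. All 133 tested genes of Table S2 (135 where the filter keeps them) had its direction in every setting. Table S2 was drawn from the same counts, so this is not independent evidence. The number at an unadjusted p under 0.05 was 1016 to 1579 with a cow left out.

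DESeq2 calls between ECP and CON ranged from 40 without D160 to 240 without E0040. They were 45 without E0952, 51 without 1814, 54 without E0819, 56 without B1042, 70 without C317, 106 without E1010, 138 without X156, 147 without E0406, 185 without X228 and 190 without B0646. The interaction of ECP and pregnancy status gave 0 calls in edgeR, 13 with DESeq2, and 0 to 1 with a cow left out, the 1 being without E0040 or without E0819. The comparison of pregnant with non-pregnant cows gave 0 under every alternative. Between lower and higher mapping libraries the 1 call of edgeR became 100 with DESeq2 and 0 with upper quartile scaling, filterByExpr, limma voom and a threshold of 0.05, and it ranged from 0 to 3 with a cow left out, 3 being without E0040 or without C317 and 0 without 1814, E0406, X228, B0646, D160, E0952 or X156. The cause was not tested. Genes whose groups do not overlap numbered 86, 90 to 91 with other scalings or filterByExpr, and 113 to 193 with a cow left out, where 64.1 would be expected by chance since the groups are smaller. The difference in progesterone was 0.0863 to 0.422 ng/mL with a cow left out. The 51 genes named for ECP against CON kept their direction in all 509 values under the alternatives set before the data were examined, and 37 of them passed with DESeq2. These genes were chosen on the same cows and the alternatives refit the same counts, so a reversal was hardly possible. Among values added later PEPD and C28H10orf116 passed within the higher mapping libraries (adjusted p = 0.077 from edgeR, n = 6).

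No paired analysis was possible because each cow is 1 sample and the groups share no replicate numbers. Gene lists could not be tested, and no alternative with gene lengths was run. The squared variation between cows from edgeR was above the counting error for 99.1% of the 14814 genes (median ratio 10.6), so for these genes the spread between cows limits the comparison more than depth does.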

Differences from the paper's values

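The paper's reported number of differentially expressed genes is 310, with the paper's 73 higher in ECP and the paper's 62 higher in CON, at an adjusted p under 0.10. edgeR gave 0, with 0 higher and 0 lower, at that threshold. The paper's 73 and 62 add up to 135, which is also the number of genes in its Table S2, so the paper's own numbers give 2 totals, 135 and the stated 310. No alternative set before the data were examined came within 1.5 times of the stated total, but DESeq2 on the study's filter with 96 genes and DESeq2 with its own filtering with 110 came within 1.5 times of 135. For the 73 genes higher in ECP, DESeq2 on the study's filter gave 57 and DESeq2 with its own filtering gave 65, both within 1.5 times of the paper's number, and for the 62 higher in CON, DESeq2 with its own filtering gave 45, while DESeq2 on the study's filter gave 39, which is not. Every other such alternative gave 0 in both directions, except the higher mapping libraries alone, with 33 and 22. Of the settings chosen after seeing the values, DESeq2 on the mean filter alone gave 55 and 44, with shrunken folds there 55 and 41, with shrunken folds on the study's filter 51 and 38, with these and DESeq2's own filtering 63 and 43, with library class 63 and 53, and edgeR's likelihood-ratio test 27 and 9. Of the 135 genes of Table S2 these settings called 94, 94, 88, 101, 95 and 36, so they drop 41, 41, 47, 34, 40 and 99 of them. DESeq2 with a cow left out was also chosen after seeing the values. Without E0040 it gave 240 genes, within 1.5 times of 310, with 139 higher in ECP and 101 higher in CON, which are not within 1.5 times of the 73 and 62, and it called 99 genes of Table S2, dropping 36, and 141 others. Without E0406 (98 and 49), X228 (105 and 80) or X156 (87 and 51) both directions came within 1.5 times, dropping 45, 47 and 67 genes of Table S2, without B0646 (112 and 78, dropping 47) that for CON alone and without E1010 (68 and 38, dropping 70) that for ECP alone.

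Table S2 holds 110 genes with the paper's adjusted p at most 0.10, of which edgeR called 0. DESeq2 on the study's filter called 92 genes of Table S2 and DESeq2 with its own filtering 102, both within 1.5 times, and the higher mapping libraries alone 8. These counts and those below run over all 135 rows, the 25 with an adjusted p above 0.10 included, so they are not counts within the 110. IDH3B, for one, is at 0.1084 in Table S2 and was called by DESeq2 on the study's filter (0.0962). With a cow left out, DESeq2 came within 1.5 times of the 110 without E0040 (99), E0406 (90), X228 (88) or B0646 (88) and not without any other cow. The other settings chosen after seeing the values are those given with the counts above.

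For the genes compared here whose fold change the paper's text gives, the edgeR folds were 1.61 and 1.73 for PTCH1, 1.24 for PIK3R3 and 1.195 for PIAS1, ECP over CON. CON over ECP, they were 1.18 for ATP5F1, 1.25 for ATP5J and 1.38 for NDUFB3. All lay within 1.5 times of the paper's, but for each gene except PTCH1 a fold of no change would too, so that bound tests little. The adjusted p differed. The paper's adjusted p is 0.09 for PTCH1, 0.10 for PIK3R3, 0.09 for PIAS1, 0.01 for ATP5F1, 0.06 for ATP5J and 0.01 for NDUFB3. For PTCH1 the paper's text does not say which gene ID is meant. The paper's Table S2 gives 0.0919 for ENSBTAG00000009903, which rounds to 0.09, and 0.109 for ENSBTAG00000048213. edgeR gave 0.461 for PTCH1 (both gene IDs), PIAS1, ATP5F1, ATP5J and NDUFB3, and 0.482 for PIK3R3. With DESeq2 on the study's filter the adjusted p of PTCH1 (0.0861 and 0.0992), PIAS1 (0.0992), ATP5J (0.0736) and NDUFB3 (0.00782) came within 1.5 times of the paper's, and those of PIK3R3 (0.251) and ATP5F1 (0.0216) did not. The paper's Table S2 gives 0.016 for ATP5F1, and DESeq2's value is within 1.5 times of that. The other alternatives set beforehand for single genes were DESeq2 size factors, upper quartile scaling, filterByExpr, no filter, and library class or pregnancy status in the model, all in edgeR, and limma voom, and none of them brought any of these genes that close. DESeq2's own filtering, progesterone, library class and pregnancy status together, and each library class alone were set beforehand for the number of genes, and were run for single genes after the values were seen. Of these, DESeq2's own filtering, which drops 33 of the 135 genes of Table S2, came within 1.5 times of the paper's values for PTCH1 (0.0841 and 0.0939), PIAS1 (0.0925) and ATP5J (0.0656), as well as of the 0.016 of Table S2 for ATP5F1 (0.0159) and of the 0.0084 of Table S2 for NDUFB3 (0.00632), but not for PIK3R3 (0.242), and the others came that close for none. Of the 3 settings chosen only after seeing the values, which drop 47, 34 and 99 of these genes, DESeq2 with shrunken folds gave 0.087 and 0.102 for PTCH1, 0.102 for PIAS1, 0.0748 for ATP5J, 0.00777 for NDUFB3 and 0.0216 for ATP5F1, the same with DESeq2's own filtering gave 0.0844 and 0.0947, 0.0922, 0.0671, 0.00612 and 0.017 in that order, and edgeR's likelihood-ratio test came that close only for PTCH1, at 0.111, and called NDUFB3 (0.0466). PIK3R3 was at 0.251, 0.24 and 0.453 in these settings and was called in none of them.

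The log2 fold change, ECP over CON, of ARMC12 is 1.00 in the paper's Table S2 and 1.29 in edgeR. For CDA the paper's value is 1.04 and that of edgeR 1.39, for MYL3 the paper's value is -1.12 and that of edgeR -2.06, and for ENSBTAG00000046103 the paper's value is -0.96 and that of edgeR -1.58. These 4 are among the genes named here. Over the 133 tested genes of Table S2, 11 differed by more than the larger standard error in edgeR and 10 in DESeq2 on the study's filter, all of them farther from 0 than in the paper, while with shrunken folds 14 differed, all nearer to 0. This tally was made after seeing the values. For ARMC12 the alternatives set before the data were examined that came within the larger standard error of the paper's value were DESeq2, limma voom, library class or pregnancy status in the model, and the lowest value with a cow left out, and those that did not were DESeq2 size factors or upper quartile scaling in edgeR, filterByExpr, no filter and the highest value with a cow left out. For CDA the lowest value with a cow left out, 1.25, was the only one of these that came that close, and for MYL3 and ENSBTAG00000046103 none of these did. Of the settings set beforehand for the number of genes and run for single genes after the values were seen, DESeq2's own filtering (1.29), library class and pregnancy status together (1.25) and the lower mapping libraries alone (1.08) came that close for ARMC12, progesterone in the model (1.32), library class and pregnancy status together (1.34) and the lower mapping libraries alone (0.99) for CDA, and the higher mapping libraries alone (-0.82) for ENSBTAG00000046103. None of them did for MYL3. DESeq2's own filtering drops 33 of the 135 genes of Table S2, the higher mapping libraries alone 127 and the others all 135. DESeq2 with shrunken folds gave 0.73, 0.74, -0.62 and -0.53 for the 4 genes, and 0.75, 0.76, -0.65 and -0.56 with its own filtering, none within the larger error. edgeR's likelihood-ratio test gave 1.29 for ARMC12, within its larger error. These 3 settings were chosen after seeing the values, and drop 47, 34 and 99 genes of Table S2.

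Where the paper names the most abundant differentially expressed genes, PEPD, S100G and CEACAM1 were the 3 most abundant genes of Table S2 that are higher in ECP. Of those higher in CON, RPS2 was the most abundant with a mean normalized count of 19616, but GABARAP with 5673 came after ENSBTAG00000005414 with 11524 and RPL22 with 5723, of which RPL22 has an adjusted p above 0.10 in the paper's Table S2. The paper's 15,161 genes after filtering equal the 15161 with a mean normalized count above 5. With the condition on the standard deviation that its methods also state, 14814 genes remained, and 2 genes of Table S2 did not meet it.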

Other observations

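Table S2 holds genes of other functions that the paper's text does not discuss. Of the 30 gene lists prepared before the data were examined, chromatin regulators had the largest share of members with a symbol, 12.2%. Of its 5 members with a symbol, the 4 of lowest p had higher means in ECP, with log2 fold changes of 0.49 (standard error 0.14) for ASXL2, 0.33 (standard error 0.09) for PHF20L1, 0.24 (standard error 0.08) for ASXL1 and 0.66 (standard error 0.21) for EZH2, the methyltransferase of Polycomb complex 2, for which 5 of 6 ECP cows lay above the CON mean. None of the 4 passed, with an adjusted p of 0.461, 0.461, 0.481 and 0.481 from edgeR and 0.12, 0.126, 0.199 and 0.182 from DESeq2 in that order, and since symbols were at hand only for genes that the study chose on these same cows, this share and the shared direction were not tested. EZH2 is also a gene of proliferating cells, and CENPH, a kinetochore protein, had 141 ± 7.48 normalized counts in ECP and 91.1 ± 17.2 in CON (SD, n = 6 each), a log2 fold change of 0.64 (standard error 0.14, adjusted p = 0.461 from edgeR and 0.012 from DESeq2). Only 2 of the 50 members of the proliferation list had a symbol, so nothing on proliferation follows from them. PAQR8, a membrane progesterone receptor, had 542 ± 224 against 275 ± 70.5 (log2 fold change 0.99, standard error 0.24), ASPN, or asporin of the extracellular matrix, 1136 ± 295 against 687 ± 123 (0.73, standard error 0.17), and DNAL1, an axonemal dynein light chain, 103 ± 17.3 against 62.2 ± 12.5 (0.73, standard error 0.17). Their adjusted p was 0.461 each from edgeR, and 0.0358, 0.0368 and 0.0255 from DESeq2. The groups overlapped for PAQR8 and ASPN, where CON cow E0040 (411.5 and 881) lay above ECP cow X156 (353.5 and 743). The study chose all of these genes on the same cows.

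CD244, ALOX5 and SAMSN1, which are leukocyte genes of Table S2, had lower means in ECP. CD244, a receptor of natural killer cells, had 19.5 ± 1.93 normalized counts in ECP and 35.5 ± 10.1 in CON (SD, n = 6 each), and every ECP cow lay below every CON cow (log2 fold change -0.86, standard error 0.23, adjusted p = 0.461 from edgeR and 0.12 from DESeq2). ALOX5, which makes leukotrienes, had a log2 fold change of -0.50 (standard error 0.14, adjusted p = 0.0962 from DESeq2). SAMSN1, an adaptor protein of leukocytes, had -0.66 (standard error 0.21, adjusted p = 0.16 from DESeq2), though 1 ECP cow, B0646, lay above its CON mean. MRPS31 of the mitochondrial ribosome and PSMB4 of the proteasome had -0.37 (standard error 0.11) and -0.20 (standard error 0.06). None of these genes passed edgeR's test, they were chosen by the study on the same cows, and the other members of their lists carry no symbol here, so no list was tested.

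Pregnancy status accounted for 7.86% of the variance of log2 CPM over all genes (exact permutation test within treatment over 400 regroupings, p = 0.735) and library class for 8.27% (p = 0.605 from the same test), both below the median of 8.82% over those regroupings. Of 100 splits within treatment, the real one included, 72 gave as many genes at an unadjusted p under 0.05 as the 481 between pregnant and non-pregnant cows, the highest other giving 1409. For the interaction of ECP and pregnancy status 42 of 100 splits gave as many as the real 777, the highest other giving 2048. Chance is not excluded for either count. The permutation tests of the variance were chosen after the data were examined.

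ENSBTAG00000023600 had the lowest p of the interaction in edgeR, with a log2 difference of -2.58 (standard error 0.37, adjusted p = 0.242 from edgeR and 2.31e-07 from DESeq2). Among CON cows it had 5186.5 to 12121 normalized counts in the 3 pregnant and 2029.8 to 2347.9 in the 3 non-pregnant cows, and among ECP cows 3237.1 to 5068.9 in the 3 pregnant and 6306.3 to 7120.5 in the 3 non-pregnant cows. It was chosen after its values were seen. The lowest adjusted p of any gene for the interaction lay between 0.167 and 0.698 under the other normalizations, filters and models run with edgeR on all 12 cows. The 0.698 was that with library class in the model. In CON more of the pregnant cows, and in ECP more of the non-pregnant cows, had lower mapping libraries. The interaction is therefore not separate from library class, for this gene as for the others. With a cow left out it ranged from 0.0342 (without E0819) to 0.963 (without B1042) in edgeR.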
